# The embryonic genes Dkk3, Hoxd8, Hoxd9 and Tbx1 identify muscle types in a diet-independent and fiber-type unrelated way

**DOI:** 10.1186/1471-2164-11-176

**Published:** 2010-03-15

**Authors:** Janneke de Wilde, Martijn FM Hulshof, Mark V Boekschoten, Philip de Groot, Egbert Smit, Edwin CM Mariman

## Abstract

**Background:**

The mouse skeletal muscle is composed of four distinct fiber types that differ in contractile function, number of mitochondria and metabolism. Every muscle type has a specific composition and distribution of the four fiber types. To find novel genes involved in specifying muscle types, we used microarray analysis to compare the gastrocnemius with the quadriceps from mice fed a low fat diet (LFD) or high fat diet (HFD) for 8 weeks. Additional qPCR analysis were performed in the gastrocnemius, quadriceps and soleus muscle from mice fed an LFD or HFD for 20 weeks.

**Results:**

In mice fed the 8-week LFD 162 genes were differentially expressed in the gastrocnemius *vs*. the quadriceps. Genes with the strongest differences in expression were markers for oxidative fiber types (e.g. *Tnni1*) and genes which are known to be involved in embryogenesis (*Dkk3*, *Hoxd8*,*Hoxd9 *and *Tbx1*). Also *Dkk2, Hoxa5, Hoxa10, Hoxc9, Hoxc10, Hoxc6 *and *Tbx15 *were detectably, but not differentially expressed in adult muscle tissue. Expression of differentially expressed genes was not influenced by an 8-week or 20-week HFD. Comparing gastrocnemius, quadriceps and soleus, expression of *Hoxd8 *and *Hoxd9 *was not related with expression of markers for the four different fiber types. We found that the expression of both *Hoxd8 *and *Hoxd9 *was much higher in the gastrocnemius than in the quadriceps or soleus, whereas the expression of *Dkk3 *was high in quadriceps, but low in both gastrocnemius and soleus. Finally, expression of *Tbx1 *was high in quadriceps, intermediate in soleus and low in gastrocnemius.

**Conclusions:**

We found that genes from the Dkk family, Hox family and Tbx family are detectably expressed in adult mouse muscle. Interestingly, expression of *Dkk3*, *Hoxd8, Hoxd9 *and *Tbx1 *was highly different between gastrocnemius, quadriceps and soleus. In fact, every muscle type showed a unique combination of expression of these four genes which was not influenced by diet. Altogether, we conclude that genes important for embryogenesis identify mouse muscle types in a diet-independent and fiber type-unrelated manner.

## Background

The mouse skeletal muscle is composed of four distinct fiber types, i.e., the type I, IIa, IIx and IIb fibers that differ in respect to contractile function, the number of mitochondria and metabolism. The slow type I fibers can sustain prolonged low power work, contain more mitochondria and exhibit higher rates of fat oxidative metabolism. The fast type IIx and IIb fibers are adapted to brief and intense contractions, contain fewer mitochondria and generate energy mainly through glycolysis. The type IIa fibers exhibit an intermediate contractile function and are oxidoglycolytic [1-4]. Every muscle type has a specific composition and distribution of the four different fiber types. The soleus contains the highest number of type I fibers, whereas both the quadriceps and gastrocnemius are muscle groups that contain predominantly type II fibers [5,6]. However, varying percentages of type I fibers ranging from 0-45% for the quadriceps and 1-8% for the gastrocnemius are reported [7].

Numerous genes have been identified playing a role in the generation of more oxidative muscle types [6,8-13]. The most extensively studied gene is calcineurin (*CnA*). In the C2C12 cell line, *CnA *up-regulates the mRNA levels of genes that are markers for the slow fiber types. Additionally, studies with *CnA *transgenic mice have reported an increase of oxidative fibers in the skeletal muscle [8,9]. *PGC1α *is another well-established factor that induces remodeling of skeletal muscle fiber type composition. Lin et al. [10] showed that when *PGC1α *is expressed at physiological levels in muscle groups normally rich in type II fibers a fiber type conversion occurs from type II fibers to type I fibers [10]. In line with this, Mortensen et al. [11] showed that *PGC1α *overexpression in primary rat skeletal muscle cells induces a switch towards a more oxidative fiber type. Finally, muscle-specific overexpression of *PPARδ *resulted in the increase of the number of oxidative fibers and in higher expression levels of several markers of oxidative metabolism [6,12].

The first aim of the present study was to find novel genes that may play a role in specifying muscle types. Therefore we compared gene expression profiles of the gastrocnemius with the quadriceps at the level of the whole-transcriptome. Functional implications were assessed by the analyses of predefined gene sets based on Gene Ontology, biochemical, metabolic and signaling pathways. Recently, we studied the effects of a short-term high fat diet (HFD) on skeletal muscle gene and protein expression. Since both gene and protein levels of markers of the more oxidative fiber types were increased in the quadriceps of HFD mice we hypothesized that an HFD can induce a conversion towards a more oxidative fiber type via a transcriptional mechanism [14]. The second aim of the present study therefore was to explore the diet-sensitivity of genes that are involved in the determination of muscle types. We compared expression patterns of genes that are differentially expressed between muscle types in mice fed a low fat diet (LFD) with mice fed an HFD.

## Results

### Microarray analysis shows that the majority of genes involved in the determination of muscle types are not influenced by diet

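RNA of the gastrocnemius and of the quadriceps of 10 male mice fed an LFD with 10 kcal% fat for 8 weeks was measured on Affymetrix GeneChip mouse genome arrays, with 1 array for each muscle of each mouse. The mice had been switched to a run-in LFD at 9 weeks of age for 3 weeks and were fasted for 6 hours before dissection. The authors regrouped the probes into 1 probe set per Entrez gene, applied quantile normalization and calculated expression estimates with GC-RMA. The deposited values are signal intensities on a linear scale, and the median signal intensity per array lay between 8.8 and 9.4 (median 9.1) for the gastrocnemius and between 9.0 and 9.3 (median 9.15) for the quadriceps. Between 38.5% and 39.5% of the probe sets of an array had a signal intensity over 20, and the number of arrays limits the precision. After 64 control probe sets were left out, 6479 of 16475 probe sets had a mean signal intensity over 20 across all 40 arrays of the study and were tested. Signal intensities were transformed to log2 and compared with limma's moderated test, without the mouse as a block and with Benjamini-Hochberg adjustment over the tested probe sets. A gene was called differentially expressed at a fold change over 1.3 and an FDR under 0.05, and fold changes are ratios of geometric means. Signal intensities are given as arithmetic mean ± SD, n = 10 mice per group, and fold changes on the log2 scale as gastrocnemius over quadriceps. The labels give both muscles the number of the mouse, so that the direction could be counted within mice. Of 28 gene lists written before the data were examined, 19 had at least 3 tested members, and each was set against all other tested genes with camera at a correlation preset to 0.01, with adjustment over the 19 lists. In simulated arrays of this size, the same test recovered 97% of genes changed 1.5-fold and 99% of genes changed 2-fold. These shares are averages over 100 changed genes. They do not carry over to genes with a wide spread between mice, such as slow fiber genes.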

To obtain more insight in genes involved in specifying muscle types we compared the gastrocnemius transcriptome with the quadriceps transcriptome of 8-week LFD mice. 

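*Mbp*, which encodes myelin basic protein of the sheath around nerve fibers, was higher in the gastrocnemius of LFD mice, with a signal intensity of 147 ± 55.4 against 60.3 ± 7.54 in the quadriceps. Its gastrocnemius arrays lay apart in 2 sets, with mice 141, 154, 155 and 156 between 77.5 and 87.6 and the other 6 between 175.6 and 213.9. *Thbs4*, a matrix protein of tendons, was also higher, at 1277 ± 112 against 929 ± 97.4. *Gadd45a*, a stress response gene, was lower in the gastrocnemius, at 113 ± 19.6 against 182 ± 33.8, and so was the retinaldehyde dehydrogenase *Aldh1a1*, at 1683 ± 93.5 against 2199 ± 133. *Aldh1a1* and *Gadd45a* were lower in the gastrocnemius of 10 of 10 mice, *Mbp* was higher in 10 and *Thbs4* in 9, with limma's adjusted p of 1.46e-05, 0.000561, 0.000497 and 0.000122. In all, 163 genes were differentially expressed in LFD mice, of which 92 were higher and 71 were lower in the gastrocnemius. *Aldh1a1* lies at a fold change of 1.31 and fell under the threshold of 1.3, with its FDR still under 0.05, when mouse 142, 155, 156 or 160 was left out (adjusted p of 9.11e-05 to 0.000183).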

When using the criteria of a fold change > 1.3 and an FDR < 0.05, we found 91 genes with an increased expression and 71 genes with a decreased expression in the gastrocnemius as compared to the quadriceps. 

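Beside contractile and Hox genes, increases in the gastrocnemius of LFD mice included *Aldh1a2*, which makes retinoic acid, *Csrp3*, a protein of the Z-disc, and the transporter gene *Slc15a5*, listed as *9830102E05Rik* in Table 1. *Csrp3* and *Slc15a5* had log2 fold changes of 1.98 (standard error 0.43) and 1.71 (standard error 0.31), while no size is given for *Aldh1a2*, whose quadriceps signals lie near background, and each of the 3 was higher in 10 of 10 mice. Among the strongest decreases were *Mybph*, a myosin-binding protein, with a log2 fold change of -1.67, and *Ddah1*, which degrades asymmetric dimethylarginine, with -1.50. The imprinted gene *Peg3* followed with -1.36 and *Adig*, a gene of fat cells listed as *BC054059*, with -0.95. The cysteine dioxygenase *Cdo1* was lower as well, at gastrocnemius signals near background, so that no size is given. *Ddah1* was at 20.7 ± 6.37 in the gastrocnemius and 60.1 ± 21.6 in the quadriceps, and *Mybph* at 531 ± 296 and 1414 ± 294. The limma adjusted p ranged from 0.000182 for *Ddah1* to 0.00859 for *Adig* over these genes. *Adig*, *Aldh1a2*, *Cdo1*, *Mybph* and *Peg3* had single arrays far from the rest of their group, as described in the closing section.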

The ten genes with the strongest increased and decreased expression levels are shown in Table 1 and Fig. 1. The ten genes with the strongest increased expression included markers of oxidative fiber types (*Tnnc1, Tnni1, Tnnt1 and Myh7*), but also genes from the Hox family (*Hoxd8, Hoxd9 and Hoxd10*). 

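Slow troponins and the slow myosin heavy chain were several times higher in the gastrocnemius. *Tnni1*, the inhibitory subunit of the slow troponin complex, had a signal intensity of 349 ± 136 in the gastrocnemius and 78.4 ± 79.2 in the quadriceps. Its log2 fold change was 3.05 (standard error 0.62, limma adjusted p = 0.00447) and its ratio of arithmetic means 4.46. In mice 142, 147 and 156 its quadriceps signals lay near background (5.0, 11.2 and 4.9), so that the log2 size depends in part on the background. *Tnnt1*, its tropomyosin-binding partner, was at 818 ± 349 against 230 ± 211, and *Tnnc1*, the calcium-binding subunit, at 483 ± 173 against 158 ± 133. The log2 fold changes of *Tnnt1* and *Tnnc1* were 2.77 (adjusted p = 0.0217) and 2.29 (adjusted p = 0.0181). *Myh7*, the heavy chain of type I fibers, was at 907 ± 354 against 278 ± 289, a log2 fold change of 3.10 (standard error 0.85, adjusted p = 0.0361). The same limit holds for the size of *Myh7*, at 3.2, 15.8 and 8.3 in the quadriceps of mice 142, 147 and 156. The regulatory light chain *Myl2* followed the same direction with 2.66 (adjusted p = 0.00414). Each of these genes was higher in the gastrocnemius of 10 of 10 mice. The adjusted p of *Myh7* rose over 0.05 when any 1 of the mice 142, 147, 148, 154, 155, 156 or 159 was left out (0.0516 to 0.104) and with a trended, robust variance (0.0504). Those of *Tnnc1* and *Tnnt1* did so without mouse 147 (0.0605 and 0.0715) or mouse 154 (0.0562 and 0.0599).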

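*Hoxd9* and *Hoxd8*, neighboring homeobox genes that pattern the body axis and limbs in the embryo, were strongly expressed in the gastrocnemius and weakly in the quadriceps of LFD mice. The signal intensity of *Hoxd9* was 206 ± 50.6 in the gastrocnemius and 26.7 ± 25.6 in the quadriceps. That of *Hoxd8* was 581 ± 101 in the gastrocnemius and 122 ± 83.9 in the quadriceps. These are log2 fold changes of 3.20 (standard error 0.27) for *Hoxd9* and 2.44 (standard error 0.23) for *Hoxd8*, with limma's adjusted p of 2.36e-07 and 1.12e-06, and both were higher in 10 of 10 mice. *Hoxd10*, from the same cluster, was higher in the gastrocnemius in an adjustment over all probe sets (limma adjusted p = 7.28e-08), since its mean over all arrays of the study was under 20, and its quadriceps signals lie near background, so that no size is given for this change. By log2 fold change *Hoxd9* ranked 1 and *Hoxd8* 6 among the called genes. By ratios of arithmetic means, which the paper used, *Hoxd9* (7.70) and *Hoxd8* (4.78) stood above *Tnni1* (4.46) and *Myh7* (3.26). In mouse 141 the quadriceps array of *Hoxd9* and both arrays of *Hoxd8* lay far from those of the other mice.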

In fact, *Hoxd8, Hoxd9 *and *Hoxd10 *were the genes with the strongest increased expression in the gastrocnemius. 

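Genes of fat synthesis and storage and a pair of embryonic genes were lower in the gastrocnemius of LFD mice. *Tbx1*, a T-box transcription factor, was at 60.2 ± 51.5 in the gastrocnemius and 438 ± 104 in the quadriceps, the strongest decrease with a log2 fold change of -3.07 (standard error 0.24). *Dkk3*, a secreted protein of the Dickkopf family, was at 18.2 ± 18.5 and 98.1 ± 17.9, with gastrocnemius signals near background outside mouse 141, so that no size is given for this change. The limma adjusted p was 1.96e-07 for *Tbx1* and 1.14e-06 for *Dkk3*, with both lower in 10 of 10 mice. *Scd1*, which desaturates fatty acids, had a log2 fold change of -0.87 (adjusted p = 0.0164) and *Cidec*, a lipid droplet protein, of -1.38 (adjusted p = 0.00847), each lower in 9 of 10 mice. *Pck1* was under the signal filter and lower as well (adjusted p = 0.019 over all probe sets), at gastrocnemius signals near background. Of 6 tested genes of fatty acid synthesis, *Scd1*, *Thrsp* and *Fasn* were lower at an FDR under 0.05 and none was higher (3 lower when adjusted over the list alone), and as a list they were lower than other genes (camera adjusted p = 0.00776, but adjusted p = 0.232 with an estimated correlation). Of 6 tested adipocyte markers, *Adipoq*, *Retn* and *Cidec* were lower as well (5 when adjusted over the list alone), with a median log2 fold change of -0.58 (camera adjusted p = 0.000319, adjusted p = 0.164 with an estimated correlation). The call of *Fasn* did not hold without mouse 142, 147, 153, 154, 155, 156 or 160 (adjusted p of 0.0661 to 0.115), nor that of *Adipoq* without mouse 147 (0.0513) or 156 (0.0551), and *Scd1* was at the threshold without mouse 156. The paper had named *Scd1*, *Cidec* and *Pck1* from these samples before the lists were written, so that the lists are not independent evidence of a direction.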

The ten genes with the strongest decreased expression contained a variety of genes such as *Scd1 *and *Cidec*, which are involved in lipogenesis, and *Pck1*, which plays a role in gluconeogenesis, but also the *Dkk3 *and *Tbx1 *genes, which are important during embryogenesis. A complete list of all differentially expressed genes is available in supplement 1. qPCR analyses were performed for 13 genes validating the microarray results (supplement 2).

**Table 1:** Ten genes that showed the strongest increased or decreased expression in gastrocnemius compared to quadriceps

*probe set*	*gene name*	*gene description*	*Accession (EntrezID)*	*Fold change*	*FDR*
Strongest up-regulated genes					
15438_at	Hoxd9	homeo box D9	15438	7.70	0.000
15430_at	Hoxd10	homeo box D10	15430	7.36	0.000
15437_at	Hoxd8	homeo box D8	15437	4.78	0.000
21952_at	Tnni1	troponin I, skeletal, slow 1	21952	4.46	0.005
17906_at	Myl2	myosin, light polypeptide 2, regulatory, cardiac, slow	17906	3.89	0.004
277898_at	9830102E05Rik	RIKEN cDNA 9830102E05 gene	277898	3.69	0.002
19378_at	Aldh1a2	aldehyde dehydrogenase family 1, subfamily A2	19378	3.61	0.000
21955_at	Tnnt1	troponin T1, skeletal, slow	21955	3.56	0.024
140781_at	Myh7	myosin, heavy polypeptide 7, cardiac muscle, beta	140781	3.26	0.039
21924_at	Tnnc1	troponin C, cardiac/slow skeletal	21924	3.05	0.020
Strongest down-regulated genes					
21380_at	Tbx1	T-box 1	21380	-7.27	0.000
50781_at	Dkk3	dickkopf homolog 3 (Xenopus laevis)	50781	-5.40	0.000
69219_at	Ddah1	dimethylarginine dimethylaminohydrolase 1	69219	-2.91	0.000
53311_at	Mybph	myosin binding protein H	53311	-2.66	0.002
18534_at	Pck1	phosphoenolpyruvate carboxykinase 1, cytosolic	18534	-2.62	0.015
14311_at	Cidec	cell death-inducing DFFA-like effector c	14311	-2.57	0.009
18616_at	Peg3	paternally expressed 3	18616	-2.49	0.005
12583_at	Cdo1	cysteine dioxygenase 1, cytosolic	12583	-2.45	0.004
246747_at	BC054059	cDNA sequence BC054059	246747	-1.96	0.010
20249_at	Scd1	stearoyl-Coenzyme A desaturase 1	20249	-1.79	0.018

By microarray analysis we found 161 that were differentially expressed in the gastrocnemius as compared with the quadriceps from mice fed an 8-week LFD. This table shows the ten strongest up-regulated and ten strongest down-regulated genes in the gastrocnemius as compared with the quadriceps (*n *= 10).

**Figure 1:**
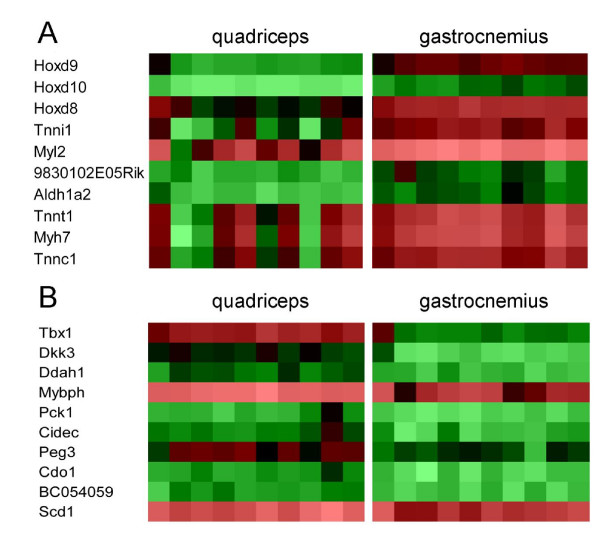
**Heatmap of the ten genes with the strongest difference in expression between gastrocnemius and quadriceps**. Heatmap of the log-transformed microarray signal intensity values of the ten genes that showed the strongest increased (A) and decreased (B) expression level in the gastrocnemius as compared to the quadriceps of 10 LFD mice. The heatmap was generated by using GeneMaths XT software. Signal intensities are shown by a color range; bright red, black, and bright green represent high, average, and low levels of gene expression, respectively.

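Slow fiber genes differed strongly between the quadriceps of single LFD mice, *Tbx1* much less. In the gastrocnemius *Tbx1* differed less than *Myh7* and *Tnni1* only when mouse 141 was left out. *Myh7* ranged from 3.2 to 842.6 between the quadriceps of single mice, with a median of 249, and from 370 to 1488 between their gastrocnemius muscles. *Tnni1* ranged from 4.9 to 236.5 in the quadriceps and from 189.7 to 602.2 in the gastrocnemius. *Tbx1* lay between 354 and 634 in the quadriceps and between 36.0 and 56.3 in the gastrocnemius of 9 mice, so that the groups did not overlap. In mouse 141 *Tbx1* was at 242 in the quadriceps and 205.3 in the gastrocnemius. Signals of neutrophil genes also varied widely between the quadriceps arrays. By eye slow fiber signals are high where these are high, with mice 141 and 159 high in slow fiber signals alone. The arrays fall into separate clusters of neutrophil signal, so that no correlation with slow fiber signals is given. A comparison of slow fiber signals between these clusters was run and withdrawn, because it selects samples by a measured outcome. The paper's heatmap shows these arrays gene by gene on a color scale.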

To relate changes in gene expression to biological changes we applied ErmineJ and GSEA. By using Ermine J we identified 68 GO classes that were overrepresented in the gastrocnemius (Table 2). These overrepresented GO classes were mainly descriptors for contraction, morphogenesis, remodeling and development. Other overrepresented GO classes included descriptors for calcium homeostasis, immune function and metabolic processes. A parallel GSEA was used to identify up- or down-regulated processes. GSEA revealed that ten gene sets were down-regulated including three gene sets related to the cell cycle, two gene sets describing amino acid metabolism and two gene sets corresponding to immune function. 

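Of 21 tested genes of valine, leucine and isoleucine degradation, *Dbt* was called lower in the gastrocnemius of LFD mice, and 7 were lower when adjusted over the list alone, with none higher. *Pcca*, a subunit of propionyl-CoA carboxylase, had a log2 fold change of -0.17 (standard error 0.04, limma adjusted p = 0.00676) and was lower in 9 of 10 mice without reaching the fold change threshold. *Dbt* lost its call when mouse 147, 148, 153, 155, 156, 159 or 160 was left out (limma adjusted p of 0.0637 to 0.109). The list had a median log2 fold change of -0.16 (camera adjusted p = 0.000319, adjusted p = 0.156 with an estimated correlation). The 9 tested antigen presentation genes, among them *Cd74* and *H2-Aa* of the class II complex, had a median of -0.17 (camera adjusted p = 0.00251, adjusted p = 0.313 with an estimated correlation), with none called and none when adjusted over the list alone. *H2-Eb1* of this list was called lower with the mouse as a fixed or random block (limma adjusted p of 0.0207 and 0.0281) and when mouse 141 was left out (0.0485). The 3 cell cycle genes over the signal filter, *Aurka*, *Mcm4* and *Mcm7*, had a median of -0.16, and the list did not pass the test (camera adjusted p = 0.236), with none called and none when adjusted over the list alone, although *Aurka* was called lower with the mouse as a fixed or random block (adjusted p of 0.0155 and 0.0277). With no filter on signal the list of 22 cell cycle genes passed (median -0.157, camera adjusted p = 2.89e-05), most of these genes having signals under 20. Neutrophil markers moved in the direction of the immune genes, with none of the 6 tested members called and 5 lower when adjusted over the list alone (camera adjusted p = 0.00251, adjusted p = 0.321 with an estimated correlation), at gastrocnemius signals near background. The gene sets of the paper's GSEA were not used here, and these lists stand beside them as separately chosen genes.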

Only the gene sets "striated muscle contraction" and "ribosome" were up-regulated in the gastrocnemius as compared with the quadriceps. 

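Of 12 tested genes of slow fibers, 9 were higher in the gastrocnemius of LFD mice, 3 did not pass the test and none was lower (11 higher when adjusted over the list alone). The list had a median log2 fold change of 1.96, the largest of the 19 lists in size, and stood above the other genes (camera adjusted p = 5.99e-13), but not with an estimated correlation (adjusted p = 0.156), since slow fiber genes vary together between mice. The 3 genes that did not pass were the ventricular light chain *Myl3*, the stretch-responsive *Ankrd2* and the calcium-binding *Casq2*, with log2 fold changes of 1.94, 0.81 and 0.24 (limma adjusted p of 0.072, 0.114 and 0.595). The paper's Table 1 had named *Myh7*, *Tnni1*, *Tnnt1*, *Tnnc1* and *Myl2* from these samples, so that the count for this list is not independent evidence of its direction. None of the 8 list calls in LFD mice held with an estimated correlation.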

Among the core-enriched genes in the gene set "striated muscle contraction" were genes that are markers for oxidative fiber types, whereas all core-enriched genes in the gene set "ribosome" were ribosomal proteins which are involved in translation (Table 3).

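Of 16 tested genes of cytosolic ribosomal proteins none was called between the muscles of LFD mice at a fold change over 1.3, 7 were higher in the gastrocnemius when adjusted over the list alone and none was lower. *Rps14*, a protein of the small subunit, was at 4528 ± 266 in the gastrocnemius and 4056 ± 265 in the quadriceps (log2 fold change 0.16, limma adjusted p = 0.0437, higher in 8 of 10 mice). *Rpl8* and *Rpl13a*, proteins of the large subunit, had log2 fold changes of 0.14 and 0.19 (adjusted p of 0.0889 and 0.0571). The list had a median log2 fold change of 0.10 (camera adjusted p = 0.000319, adjusted p = 0.164 with an estimated correlation).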

**Table 2:** Overrepresented Gene Ontology classes in the gastrocnemius as compared to the quadriceps

*GO ID*	*GO class*	*N*	*Raw Score*	*FDR*
GO:0001974	blood vessel remodeling	15	1.99	2.39E-10
GO:0006776	vitamin A metabolic process	15	1.92	9.95E-11
GO:0051705	behavioral interaction between organisms	18	1.63	3.89E-04
GO:0006775	fat-soluble vitamin metabolic process	20	1.57	4.17E-04
GO:0048705	skeletal morphogenesis	17	1.41	8.14E-04
GO:0009855	determination of bilateral symmetry	31	1.30	5.97E-11
GO:0003007	heart morphogenesis	29	1.28	8.53E-11
GO:0014033	neural crest cell differentiation	31	1.28	3.98E-10
GO:0006936	muscle contraction	69	1.19	1.49E-10
GO:0006937	regulation of muscle contraction	25	1.19	7.35E-04
GO:0043010	camera-type eye development	56	1.14	7.02E-11
GO:0007368	determination of left/right symmetry	30	1.14	8.02E-04
GO:0048762	mesenchymal cell differentiation	38	1.13	9.19E-11
GO:0008016	regulation of heart contraction	34	1.13	3.23E-04
GO:0060047	heart contraction	41	1.11	1.09E-10
GO:0007498	mesoderm development	44	1.06	1.33E-10
GO:0001654	eye development	82	1.03	7.46E-11
GO:0048592	eye morphogenesis	37	1.02	6.97E-04
GO:0006766	vitamin metabolic process	56	1.01	6.28E-11
GO:0009952	anterior/posterior pattern formation	86	0.96	4.59E-11
GO:0016055	Wnt receptor signaling pathway	107	0.94	4.98E-11
GO:0042445	hormone metabolic process	71	0.92	1.71E-04
GO:0048771	tissue remodeling	104	0.92	1.71E-10
GO:0006875	cellular metal ion homeostasis	57	0.92	2.99E-04
GO:0048637	skeletal muscle development	61	0.92	7.96E-11
GO:0006959	humoral immune response	52	0.92	7.46E-04
GO:0007519	striated muscle development	103	0.91	1.19E-10
GO:0055065	metal ion homeostasis	58	0.91	1.99E-04
GO:0030324	lung development	59	0.89	4.07E-04
GO:0007178	transmembrane receptor protein serine/threonine kinase signaling pathway	67	0.89	1.93E-04
GO:0006575	amino acid derivative metabolic process	70	0.88	5.69E-11
GO:0030323	respiratory tube development	60	0.88	4.78E-04
GO:0007229	integrin-mediated signaling pathway	74	0.88	2.91E-04
GO:0048469	cell maturation	66	0.87	4.68E-04
GO:0006817	phosphate transport	61	0.86	2.84E-04
GO:0055074	calcium ion homeostasis	53	0.86	7.58E-04
GO:0045786	negative regulation of progression through cell cycle	101	0.85	5.19E-11
GO:0048732	gland development	63	0.85	6.85E-04
GO:0044271	nitrogen compound biosynthetic process	61	0.84	3.98E-04
GO:0030003	cellular cation homeostasis	87	0.84	1.99E-10
GO:0021700	developmental maturation	79	0.84	2.21E-04
GO:0016311	dephosphorylation	105	0.83	5.97E-10
GO:0055080	cation homeostasis	88	0.83	2.13E-04
GO:0055082	cellular chemical homeostasis	90	0.82	5.43E-11
GO:0006470	protein amino acid dephosphorylation	93	0.82	6.63E-11
GO:0050778	positive regulation of immune response	75	0.81	3.32E-04
GO:0051240	positive regulation of multicellular organismal process	94	0.81	1.76E-04
GO:0008015	circulation	84	0.81	5.43E-04
GO:0050776	regulation of immune response	88	0.80	1.87E-04
GO:0002684	positive regulation of immune system process	77	0.80	4.59E-04
GO:0050801	ion homeostasis	103	0.79	2.99E-10
GO:0002682	regulation of immune system process	90	0.79	2.06E-04
GO:0001503	ossification	80	0.79	4.51E-04
GO:0045165	cell fate commitment	94	0.78	4.42E-04
GO:0015674	di-, tri-valent inorganic cation transport	112	0.78	1.19E-09
GO:0031214	biomineral formation	81	0.78	7.21E-04
GO:0046849	bone remodeling	89	0.78	3.81E-04
GO:0008361	regulation of cell size	91	0.77	4.78E-11
GO:0030005	cellular di-, tri-valent inorganic cation homeostasis	81	0.77	7.08E-04
GO:0043062	extracellular structure organization and biogenesis	85	0.77	6.28E-04
GO:0009968	negative regulation of signal transduction	81	0.77	6.74E-04
GO:0040008	regulation of growth	117	0.77	1.81E-04
GO:0006816	calcium ion transport	85	0.75	8.78E-04
GO:0002009	morphogenesis of an epithelium	103	0.73	4.87E-04
GO:0002252	immune effector process	106	0.73	6.40E-04
GO:0043549	regulation of kinase activity	120	0.72	3.14E-04
GO:0045859	regulation of protein kinase activity	115	0.72	3.73E-04
GO:0051338	regulation of transferase activity	121	0.72	3.06E-04

ErmineJ was used to identify significantly overrepresented GO classes in the gastrocnemius as compared with the quadriceps from LFD mice (*n *= 10). For the concept biological process we selected GO classes with a FDR < 0.001. For this analysis only classes containing 8 through 125 genes were taken into account. N, number of genes in GO class

**Table 3:** Changed gene sets in the gastrocnemius versus quadriceps.

	*N*	*ES*	*NES*	*FDR*
up-regulated cellular processes				
				
Striated muscle contraction^1^	41	0.68	2.37	0.000
Ribosome^2^	20	0.71	2.05	0.005
down-regulated cellular processes				
				
Tissues, muscle, fat, bone and connective 2^1^	47	-0.57	-2.14	0.003
Cell cycle^1^	85	-0.52	-2.14	0.003
CTCF first multivalent nuclear factor^3^	17	-0.71	-2.07	0.006
Valine, leucine and isoleucine degradation^2^	40	-0.59	-2.16	0.006
Cell cycle G1 to S control reactome^2^	69	-0.49	-2.01	0.013
Antigen processing and presentation^2^	51	-0.52	-2.01	0.014
Mets affect on macrophage differentiation^3^	16	-0.69	-1.97	0.014
Amino acid metabolism^1^	46	-0.52	-1.95	0.016
Porphyrin and Chlorophyll metabolism^2^	19	-0.64	-1.88	0.033
DNA replication reactome^1^	40	-0.51	-1.86	0.038

GSEA was applied to identify up-regulated and down-regulated processes in the gastrocnemius as compared with the quadriceps in LFD mice. Presented are regulated processes with a false discovery rate (FDR) < 0.05. An FDR was calculated to adjust for multiple hypothesis testing. Sources of the gene sets: ^1^GenMAPP, ^2^KEGG, ^3^Biocarta. N, number of genes; ES, enrichment score for the gene set, that reflects the degree to which a gene set is overrepresented at the top or bottom of the ranked list; FDR, NES, normalized enrichment score, that is, the normalized ES to account for the size of the set.

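The second set of arrays came from 10 mice randomly assigned after the same run-in period to an HFD with 45 kcal% fat for 8 weeks, again with 1 array for the gastrocnemius and 1 for the quadriceps of each mouse. The authors processed these arrays together with those of the LFD mice, and the deposited signal intensities had a median per array of 9.0 to 9.4 (median 9.15) for the gastrocnemius and 8.9 to 9.4 (median 9.25) for the quadriceps. In the gastrocnemius 38.5% to 39.3% and in the quadriceps 38.4% to 39.5% of the probe sets were over 20. The HFD arrays were fitted on their own over the 6479 tested probe sets, with the thresholds used for the LFD mice. Whether a difference between muscles depended on the diet was tested as the interaction of diet and muscle in a fit of all 40 arrays, and the effect of the diet within each muscle came from the same fit, as HFD over LFD. In simulated arrays the interaction test recovered 87% of genes changed 1.5-fold and 98% of genes changed 2-fold, and the test within HFD mice 94% and 100%. These shares too are averages that do not carry over to genes with a wide spread between mice. The labels of the HFD mice name different animals from those of the LFD mice, so that no mouse entered both comparisons.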

The diet-sensitivity of differentially expressed genes, overrepresented GO classes and regulated gene sets was studied by comparing the gastrocnemius with the quadriceps under HFD conditions (supplement 3). 

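*Myoz2*, a calcineurin-binding protein of the slow fiber Z-disc, was at 2070 ± 261 in the gastrocnemius and 593.9 ± 308 in the quadriceps of HFD mice. *Igkc*, the kappa light chain of antibodies, was at 10.7 ± 11.2 against 177 ± 144, and *S100a8*, an abundant protein of neutrophils, at 7.30 ± 1.59 against 822 ± 1210. *Acp5*, a phosphatase of osteoclasts and macrophages, was at 21.1 ± 9.36 against 54.9 ± 29.5. The log2 fold changes were 2.07 (limma adjusted p = 0.000293) for *Myoz2* and -1.30 (adjusted p = 0.00281) for *Acp5*. *Igkc* (adjusted p = 0.00354) and *S100a8* (adjusted p = 0.021) were lower in the gastrocnemius, where their signals lie near background, so that no size is given for these 2 changes. *Myoz2* was higher in the gastrocnemius of 10 of 10 mice and the other 3 genes were lower in 9 of 10. *S100a8* lay near background in the quadriceps of mice 143, 144, 151 and 158 (5.7 to 11.9), where its direction carries little weight. In the quadriceps of the other HFD mice it was at 527.1 to 4031.3. In total 224 genes were differentially expressed, 124 of them higher and 100 lower in the gastrocnemius. *S100a8* lost its call when mouse 145, 146, 150, 152 or 157 was left out (adjusted p of 0.0532 to 0.0629).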

In the HFD mice we found 215 differentially expressed genes in the gastrocnemius as compared to the quadriceps. A total of 128 genes was overlapping with the differentially expressed genes in the LFD mice. 

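Genes called in both diets ran from slow fiber genes to embryonic and myelin genes. *Hoxd8*, *Hoxd9*, *Tnni1*, *Aldh1a2* and *Mbp* were among those higher in the gastrocnemius in both diets, and *Tbx1*, *Dkk3*, *Ddah1*, *Mybph* and *Gadd45a* among those lower. In HFD mice *Aldh1a2* was higher at quadriceps signals near background (limma adjusted p = 1.36e-09), and log2 fold changes were 1.36 (standard error 0.15, adjusted p = 2.95e-06) for *Mbp* and -1.64 (standard error 0.23, adjusted p = 5.59e-05) for *Ddah1*, each in 10 of 10 mice. The lists of differentially expressed genes of LFD and HFD mice shared 132 genes. Independent lists of these sizes would share 1.76 higher and 1.10 lower genes among the tested ones.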

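The shared genes had similar fold changes in both diets, from the homeobox and T-box genes at the extremes to small differences near the threshold. *Hoxd9* had a log2 fold change of 3.33 (standard error 0.16) in HFD mice and *Hoxd8* of 2.34 (standard error 0.10). *Tbx1* was at -3.61 (standard error 0.15) in HFD mice, and *Dkk3* was lower at gastrocnemius signals near background, all with limma's adjusted p of 1.36e-09 or smaller and the same direction in 10 of 10 mice. Of the shared genes, 80 were higher and 52 were lower in the gastrocnemius in both diets, and none changed direction. Spearman's rho of the LFD and HFD fold changes was 0.638 across all tested genes and 0.933 across the 255 genes called in either diet, which describes genes and not independent replicates.

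**Figure D1:**
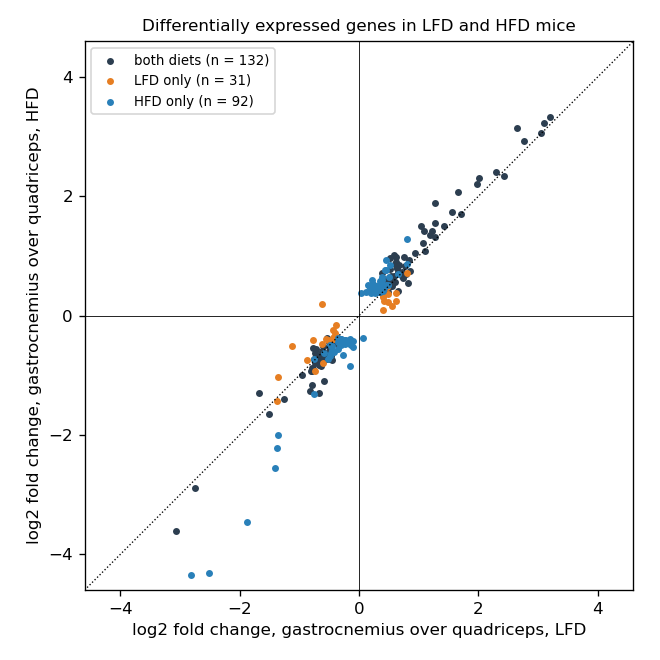
Log2 fold change, gastrocnemius over quadriceps, in LFD mice (horizontal axis) and HFD mice (vertical axis) for the 255 genes called in either diet, each point 1 gene. Black points are the 132 genes called in both diets, orange points the 31 called in LFD mice only and blue points the 92 called in HFD mice only, and the dotted line marks equal fold changes. All 132 shared genes lie in the lower left and upper right quadrants.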

Interestingly, these overlapping genes were all regulated in the same direction with a comparable fold change. 

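*Cidec*, *Peg3* and the myosin kinase gene *Mylk2* passed the thresholds in LFD mice and not in HFD mice, while *S100a9*, *Igkc* and *Retreg1* did so in HFD mice and not in LFD mice, *Retreg1* being named after its values were seen. *Peg3* had a log2 fold change of -1.03 (limma adjusted p = 0.0806) in HFD mice, and *Cidec* of -1.43 (adjusted p = 0.0809), close to their values in LFD mice. Both were called in HFD mice when mouse 149 was left out (adjusted p of 0.0281 and 0.0139), in 1 model of all 40 arrays (0.0392 and 0.0223) and with array weights (0.0318 and 0.0312), *Cidec* also without mouse 144 (0.0326) and *Mylk2* with array weights (0.028). *Igkc* (limma adjusted p = 0.0653) and *S100a9*, an abundant neutrophil protein (adjusted p = 0.121), missed the threshold in LFD mice, with gastrocnemius signals near background, and both passed with the mouse as a random block (adjusted p of 0.0183 and 0.0353) but not as a fixed block, while *Igkc* passed with array weights (0.0374) and without mouse 141 (0.0377). The call of *S100a9* in HFD mice was lost when mouse 145, 146, 149, 150, 152 or 157 was left out (limma adjusted p of 0.0525 to 0.0669). In total 31 genes were called in LFD mice only and 92 in HFD mice only. Of the 31 genes, 30 had the same direction in HFD mice and 23 also an unadjusted p under 0.05, and of the 92 genes, 91 had the same direction in LFD mice and 70 an unadjusted p under 0.05. A gene called in 1 diet only is not thereby shown to differ between the diets. The interaction of diet and muscle itself gave 0 genes at an FDR under 0.05 in limma and 118 at an unadjusted p under 0.05. Over the 255 genes called in either diet its smallest adjusted p was 0.0869. With 6479 genes tested, 118 is fewer than would be found with no effect at all. The 118 are thus no hint of an effect, and the 0 does not show that none exists. With the mouse as a block, 61 (fixed) and 72 (random) genes were called in LFD mice only, and with array weights 83.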

A total of 87 genes was only differentially expressed in HFD mice, whereas 34 genes were differentially expressed in LFD mice suggesting that these genes are diet-dependent. Under HFD conditions, ErmineJ revealed that 193 GO classes were overrepresented in the gastrocnemius as compared to the quadriceps. A total of 67 GO classes showed an overlap with the overrepresented GO classes under LFD conditions. The other overrepresented GO classes corresponded also to contraction, morphogenesis, remodeling, development, calcium homeostasis, immune function and metabolic processes. 

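In HFD mice the 3 tested cell cycle genes were lower in the gastrocnemius as a list, with a median log2 fold change of -0.42 (camera adjusted p = 0.00765, adjusted p = 0.084 with an estimated correlation). *Aurka*, a mitotic kinase, was called, at 52.2 ± 10.1 against 81.2 ± 22.2 (limma adjusted p = 0.00608, lower in 10 of 10 mice), and all 3 were lower when adjusted over the list alone. The replication helicase genes *Mcm4* and *Mcm7* each had a log2 fold change of -0.42, with limma's adjusted p of 0.142 and 0.122. Neutrophil markers, which come from cells formed in dividing marrow, were lower too, at signals near background, with 3 called and 6 of 6 lower when adjusted over the list alone (camera adjusted p = 0.000136, adjusted p = 0.215 with an estimated correlation). The 3 called genes, *S100a8*, *S100a9* and *Camp*, all lost their calls when mouse 146, 150, 152 or 157 was left out (limma adjusted p of 0.0551 to 0.0984). By eye the cell cycle mean (log2) in LFD quadriceps was 5.56 to 5.91 at a neutrophil mean over 3 and 5.18 to 5.5 below it. In HFD quadriceps these ranges overlapped (5.48 to 5.89 and 5.2 to 5.65), against 4.92 to 5.41 in HFD gastrocnemius. No test of this relation is given, so that blood cells and muscle are not told apart here. Of 21 genes of branched-chain amino acid degradation none was called, and 5 were lower when adjusted over the list alone, with a median of -0.13 (camera adjusted p = 0.00548, adjusted p = 0.215 with an estimated correlation). *Bckdhb*, a subunit of the branched-chain ketoacid dehydrogenase, had a log2 fold change of -0.31 (adjusted p = 0.00366) below the fold change threshold, and *Acadsb*, the next dehydrogenase of the pathway, of -0.28 (adjusted p = 0.000526), each lower in 10 of 10 mice.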

GSEA showed that 11 gene sets were down-regulated including five gene sets describing cell cycle and four gene sets related to amino acid metabolism. 

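Slow fiber genes were higher in the gastrocnemius of HFD mice, where 11 of 12 tested members were called and all 12 were higher when adjusted over the list alone, the part of the list that the paper named from these samples included. Their median log2 fold change was 2.28 (camera adjusted p = 3.73e-17, adjusted p = 0.084 with an estimated correlation). In the HFD quadriceps, slow fiber signals were by eye high where neutrophil signals were high. The slow fiber mean (log2) was 7.77 to 9.0 in arrays with a neutrophil mean over 3 and 5.04 to 7.64 in the others. No test of this relation is given. *Ankrd2* (1.29, limma adjusted p = 0.022) and *Casq2* (0.52, adjusted p = 0.0494) were called here, and *Myl3* with 2.35 was not (adjusted p = 0.105). Ribosomal protein genes had a median of 0.08, with none called and 1 higher when adjusted over the list alone (camera adjusted p = 0.00765, adjusted p = 0.215 with an estimated correlation). Tendon markers had a median of 0.32, with *Thbs4* and the tendon transcription factor *Scx* called (2 when adjusted over the list alone, camera adjusted p = 0.00656, adjusted p = 0.219 with an estimated correlation). None of the 9 list calls in HFD mice held with an estimated correlation.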

Only one gene set "striated muscle contraction" was up-regulated in the gastrocnemius *vs*. the quadriceps. A total of six gene sets (five down-regulated and one up-regulated) were overlapping between the LFD and HFD condition.

To summarize, we showed that a considerable number of genes is differentially expressed in the gastrocnemius as compared with the quadriceps. The genes with the strongest regulations were markers for oxidative fiber types (*Tnnc1, Tnni1, Tnnt1 *and *Myh7*) and genes which are known to be involved in embryogenesis (*Dkk3, Hoxd8, Hoxd9, Hoxd10 *and *Tbx1*). The differentially expressed genes corresponded to a variety of process including morphogenesis and contraction, but also amino acid metabolism, cell cycle and immune function. Finally, we found more differentially expressed genes and more overrepresented GO classes under HFD conditions than under LFD conditions. However, this did not result in the identification of other regulated processes indicating that diet has only a very small effect on the difference between gastrocnemius and quadriceps.

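The diet moved few genes, among them genes of fat uptake, storage and oxidation. *BC048679* (log2 fold change 1.02 in the quadriceps and 1.25 in the gastrocnemius), the lipid droplet protein gene *Plin5* (0.56 and 0.76) and the enoyl-CoA isomerase *Ech1* (0.41 and 0.45) were higher on the HFD in both muscles. *Cd36*, a fatty acid transporter, and *Decr1*, an enzyme of the oxidation of unsaturated fatty acids, were called in the gastrocnemius, with 0.38 (limma adjusted p = 0.000419) and 0.44 (adjusted p = 0.000142). In all, 4 genes differed between the diets in the quadriceps, 3 higher on the HFD and 1, *Mpp3*, lower. In the gastrocnemius 14 genes differed, 11 higher and 3 lower, the latter being *Il12a*, *Ccnk* and *Mrtfa*. Of these 15 genes, 5 were also called between the muscles in at least 1 diet. Leaving out 1 mouse gave 1 to 10 genes in the quadriceps and 9 to 19 in the gastrocnemius. Array weights moved both counts as well, as given in the closing section. The calls of *Plin5* (adjusted p = 0.0387) and *Mpp3* (adjusted p = 0.0372) in the quadriceps were lost when any of most mice was left out, as without mouse 145 (adjusted p = 0.138 for both), and that of *Ccnk* in the gastrocnemius likewise (0.104 without mouse 147). *Mrtfa* lost its call without mouse 145, 150, 152, 154, 155 or 159 (limma adjusted p of 0.051 to 0.0781), and *Ech1* fell under the fold change threshold in the quadriceps without mouse 145 and with array weights (log2 fold change 0.363 in each). The paper reasons that more differentially expressed genes under HFD conditions did not bring other regulated processes, and takes this as a sign that the diet has only a very small effect on the difference between the muscles.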

### Numerous genes involved in embryogenesis are detectably expressed in adult mouse muscle tissue

One of the most interesting findings of the comparison between gastrocnemius and quadriceps was the fact that genes of the Dkk family (*Dkk3*), Hox family (*Hoxd8, Hoxd9 *and *Hoxd10*) and Tbx family (*Tbx1*) were detectably expressed in adult mouse muscle tissue. To find out if also other genes from these three gene families are detectably expressed in adult mouse muscle tissue we analyzed the microarray signal intensities of all members, which were present on the microarray, in the gastrocnemius and quadriceps. An average microarray signal intensity > 20 was used as cut off. Fig. 2A shows that four members of the Dkk gene family were present on the microarray. In addition to *Dkk3*, we found that also *Dkk2 *was detectably expressed in both gastrocnemius and quadriceps (22.5 vs. 23.4 in gastrocnemius vs. quadriceps). 

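Of the 4 Dkk genes on the array, *Dkk2* and *Dkk3* reached a group mean over 20 in at least 1 muscle of LFD mice. *Dkk2*, which modulates Wnt signaling, was at 22.6 ± 6.12 in the gastrocnemius and 23.4 ± 6.85 in the quadriceps, a log2 fold change of -0.05 (standard error 0.17, limma adjusted p = 0.935). *Dkk3* was over 20 in the quadriceps only, with the gastrocnemius of 9 mice between 8.9 and 16.7. *Dkk1* (geometric mean 3.04 and 2.96) and *Dkk4* (2.83 and 3.18) were far below 20 in both muscles. *Dkk3* was called, and *Dkk4* was lower in the gastrocnemius when adjusted over the list alone (p = 0.042) at signals too low to pass the filter.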

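The Hox genes named by the annotation used here were 33, spread over the a, b, c and d clusters. Most had geometric mean signals under 10 in both muscles of LFD mice, such as *Hoxb1* with 2.62 in the gastrocnemius and 2.88 in the quadriceps and *Hoxd13* with 3.89 and 3.78. *Hoxa11* and *Hoxa13* passed the thresholds without the signal filter, both higher in the gastrocnemius with signals under 20. *Hoxa11*, which patterns the middle part of the limb, was at 12.7 in the gastrocnemius and 5.10 in the quadriceps, with limma's adjusted p of 1.06e-05 over all probe sets, and was higher in 9 of 10 mice. The adjusted p was 0.00162 for *Hoxa13* and 0.0105 for *Hoxa4*, which stayed just under the fold change threshold. Signals this low lie near background and carry little weight.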

From the Hox family 34 members were present on the microarray. 

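Of the 33 Hox genes, 8 had a mean over 20 in at least 1 muscle of LFD mice, namely *Hoxa5*, *Hoxa10*, *Hoxc6*, *Hoxc9*, *Hoxc10*, *Hoxd8*, *Hoxd9* and *Hoxd10*. The same number, 8, resulted from geometric means, arithmetic means and medians of the arrays. Without the signal filter 6 Hox genes differed between the muscles at a fold change over 1.3 and an FDR under 0.05, and 10 had an FDR under 0.05 when adjusted over the list alone. Of the 7 Hox genes over the filter of 20 across all arrays, *Hoxd8* and *Hoxd9* were called higher and *Hoxc6* lower, and 3 were higher and 1 lower when adjusted over the list alone. As a list they did not stand apart from other genes (median log2 fold change 0.05, camera adjusted p = 0.0689), but the list passed when mouse 141 (adjusted p = 0.0369) or 156 (0.0492) was left out and with no filter on signal (0.0165).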

Eight genes of the Hox family, including *Hoxd8, Hoxd9 *and *Hoxd10*, were expressed in adult muscle tissue. 

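The Hox genes expressed in both muscles of LFD mice differed little between them outside the d cluster. *Hoxa5* had a geometric mean of 26.8 in the gastrocnemius and 25.8 in the quadriceps (log2 fold change 0.05, limma adjusted p = 0.818). *Hoxa10* was at 49.3 and 42.3 (0.22, adjusted p = 0.0676), and *Hoxc9* at 20.4 and 23.0 (-0.17, adjusted p = 0.468). With the median of the arrays in place of a mean, 4 Hox genes were over 20 in both muscles and 6 with either mean. *Hoxc9* lies close to 20, and *Hoxd9* did so in the quadriceps with a geometric mean of 21.7.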

*Hoxa5, Hoxa10, Hoxc9, Hoxc10, Hoxd8 *and *Hoxd9 *were detectably expressed in both the gastrocnemius and quadriceps. Furthermore, *Hoxc6 *was detectably expressed in the quadriceps and not in the gastrocnemius (29.1 versus 16.9), whereas *Hoxd10 *was detectably expressed in the gastrocnemius and not in the quadriceps (36.2 versus 4.9). 

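*Hoxc6* was lower in the gastrocnemius, opposite to *Hoxd8*, *Hoxd9* and *Hoxd10* of the d cluster. Its geometric mean was 16.7 in the gastrocnemius and 29.0 in the quadriceps of LFD mice, a log2 fold change of -0.80 (standard error 0.09, limma adjusted p = 5.06e-06), and it was lower in 10 of 10 mice. The lowest quadriceps array was at 24.0 and the highest gastrocnemius array at 23.3, so that the groups did not overlap. *Hoxd10* had a geometric mean of 33.7 in the gastrocnemius and 4.67 in the quadriceps and was higher in 10 of 10 mice.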

The gene with the highest expression level was identified as the *Hoxc10 *gene (Fig. 2B). 

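*Hoxc10*, expressed in the hindlimb of the embryo, had the highest signal of the family in both muscles. Its geometric mean in LFD mice was 1015 in the gastrocnemius and 1046 in the quadriceps, a log2 fold change of -0.04 (standard error 0.06, limma adjusted p = 0.781).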

Fig. 2C shows that from the *Tbx *family 12 members were present on the microarray. Additionally to *Tbx1*, we found that *Tbx15 *was highly expressed in the gastrocnemius as well as in the quadriceps (654.8 vs. 836.4, respectively). 

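*Tbx15*, a transcription factor of the limb and skeleton, had the highest signal of the 12 Tbx genes on the array in both muscles of LFD mice and was somewhat lower in the gastrocnemius. Its arithmetic mean was 655 ± 96.6 in the gastrocnemius and 836 ± 139 in the quadriceps, and it was lower in 10 of 10 mice. The log2 fold change of *Tbx15* was -0.35 (standard error 0.10, limma adjusted p = 0.0394), a fold change of 1.27, just under the threshold of 1.3, and it was called with array weights (adjusted p = 0.00648) and without mouse 160 (adjusted p = 0.0305). The other 10 Tbx genes beside *Tbx1* stayed under 20, with *Tbx3* at geometric means of 6.15 in the gastrocnemius and 6.09 in the quadriceps and *Tbx4* at 4.22 and 4.12. Of the 12 genes, *Tbx1* alone was called over all probe sets, and *Tbx1* and *Tbx15* had an FDR under 0.05 when adjusted over the list alone.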

Altogether, these results show that some genes that are known to play an important role in embryogenesis are also detectably expressed in adult mouse muscle tissue.

**Figure 2:**
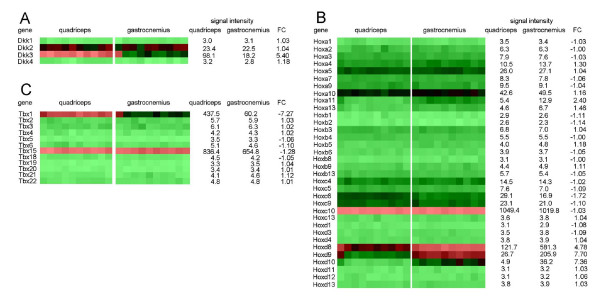
**Heatmap of Dkk genes, Hox genes and Tbx genes in gastrocnemius and quadriceps**. Heatmap of the log-transformed microarray signal intensity values of (A) Dkk genes, (B) Hox genes and (C) Tbx genes in the quadriceps and the gastrocnemius of 10 LFD mice. A heatmap was generated by using GeneMaths XT software. Signal intensities are shown by a color range; bright red, black, and bright green represent high, average, and low levels of gene expression, respectively. Values are means (*n *= 10)

### The Tbx1 gene is a muscle-type specific marker

*Dkk3, Hoxd8, Hoxd9 *and *Tbx1 *were relatively high and differentially expressed in the gastrocnemius as compared to the quadriceps of mice fed an 8-week LFD. 

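In single LFD mice the 4 genes differed in the same direction in all 10 mice, by little in mouse 141. *Hoxd8* was between 60.8 and 147.2 in the quadriceps and between 533.1 and 761.0 in the gastrocnemius of 9 mice, and *Hoxd9* between 13.0 and 25.2 and between 165.9 and 293.8. *Dkk3* was between 69.7 and 123.9 in the quadriceps of these mice. In mouse 141 *Hoxd8* was at 346.0 in the quadriceps and 362.3 in the gastrocnemius, *Hoxd9* at 99.0 and 104.8, and *Dkk3* at 103.9 and 70.4. Without mouse 141, 216 genes were called in LFD mice. In HFD mice the ranges of the muscles did not overlap for any of the 4 genes, with *Hoxd9* at most 40.1 in the quadriceps and at least 171.1 in the gastrocnemius.

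**Figure D2:**
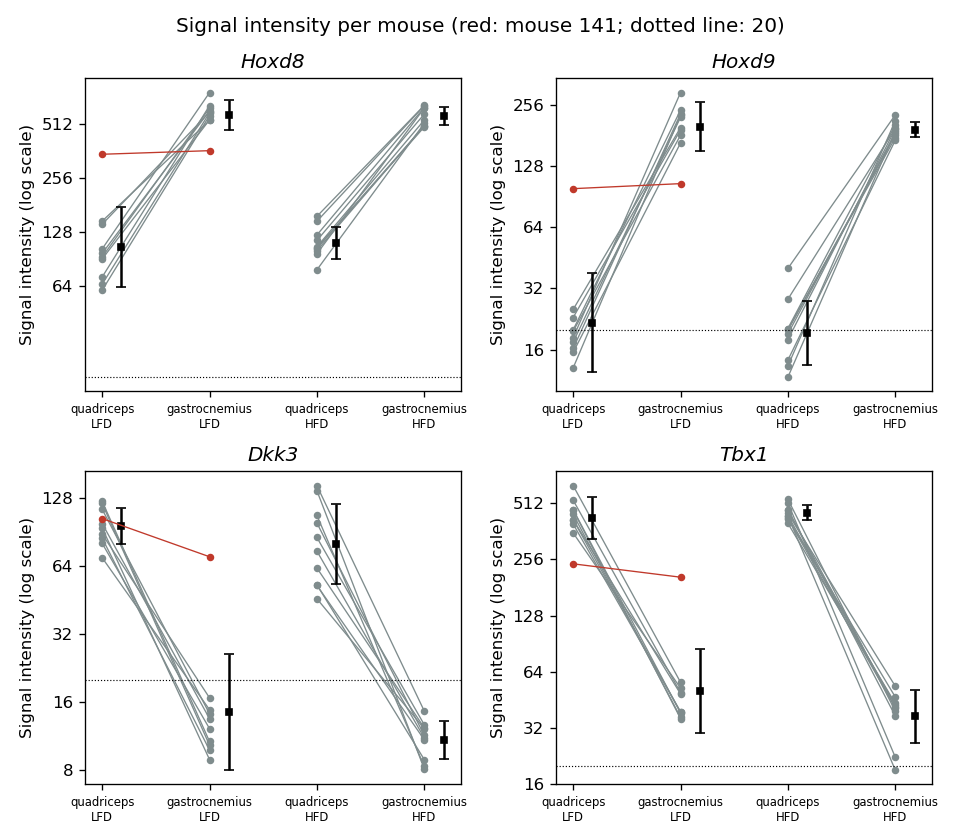
Signal intensity (log scale) of Hoxd8, Hoxd9, Dkk3 and Tbx1 in the quadriceps and gastrocnemius of 10 LFD and 10 HFD mice. Each grey or red line joins the muscles of 1 mouse, black squares and bars are the geometric mean and 1 SD on the log scale, and the dotted line marks a signal of 20. Mouse 141 (red) had nearly equal signals of Hoxd8 (346.0 and 362.3) and Hoxd9 (99.0 and 104.8) in both muscles.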

To extrapolate our result to a third muscle type we analyzed the expression level of these genes in quadriceps, gastrocnemius and soleus muscle of 20-week LFD mice and 20-week HFD mice. None of the genes was significantly influenced by diet which is in line with the earlier described observations (Fig. 3A-D). *Hoxd8 *and *Hoxd9 *were highly expressed in the gastrocnemius, but low gene expression levels were observed in the quadriceps and soleus (Fig. 3A-B). *Dkk3 *was significantly higher expressed in the quadriceps than in the gastrocnemius and soleus. Although not significantly, *Dkk3 *gene expression was lower in the soleus than in the gastrocnemius (Fig. 3C). The highest expression levels of the *Tbx1 *gene was found in the quadriceps. Intermediate expression levels were measured in the soleus and the lowest expression level was found in the gastrocnemius. The *Tbx1 *expression levels between the three muscle types were all significantly different (Fig. 3D).

**Figure 3:**
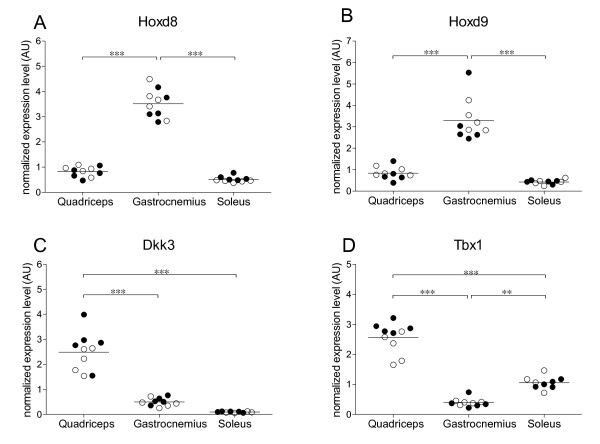
**Expression of *Hoxd8, Hoxd9, Dkk3 *and *Tbx1 *in quadriceps, gastrocnemius and soleus**. Gene expression levels of (A) *Hoxd8*, (B) *Hoxd9*, (C) *Dkk3 *and (D) *Tbx1 *in quadriceps, gastrocnemius and soleus of 20-week LFD mice and 20-week HFD mice. Black dots represent the 20-week LFD mice (*n *= 5); open dots represent the 20-week HFD mice (*n *= 5), lines represent grand mean values. *** Indicate significant differences with *p *< 0.001 obtained with two-way ANOVA

### Gene expression patterns of Hoxd8 and Hoxd9 do not correlate with expression patterns of markers for the different fiber types

We found that markers for the oxidative fiber types as well as members of the Hoxd gene cluster were higher expressed in the gastrocnemius than in the quadriceps. To find out if these Hoxd genes play a role in specifying more oxidative muscle types we compared genes expression levels of *Hoxd8, Hoxd9 *and markers for different fiber types (type I: *Myh7*; type IIa: *Myh2*; type IIx: *Myh1 *and type IIb: *Myh4*) in quadriceps, gastrocnemius and soleus muscle of 20-week LFD mice and 20-week HFD mice. Expression levels of markers for the different fiber types were not affected by diet. Whereas *Hoxd8 *and *Hoxd9 *showed increased expression in the gastrocnemius as compared to quadriceps and soleus, expression levels of *Myh7 *was significantly higher in the soleus than in the quadriceps and gastrocnemius, respectively. Also the *Myh2 *expression level was higher in the soleus than in the quadriceps and gastrocnemius. For both *Myh7 *and *Myh2 *no differences between the quadriceps and the gastrocnemius were observed. *Myh1 *gene expression levels were comparable between the three muscle types. Finally, the expression level of the *Myh4 *gene was significantly lower in the soleus than in the quadriceps and gastrocnemius, respectively. *Myh4 *gene expression levels were similar in the quadriceps and gastrocnemius (Fig. 4). Altogether, the expression patterns of *Hoxd8 *and *Hoxd9 *did not correspond with the expression patterns of one of the markers for the different fiber types.

**Figure 4:**
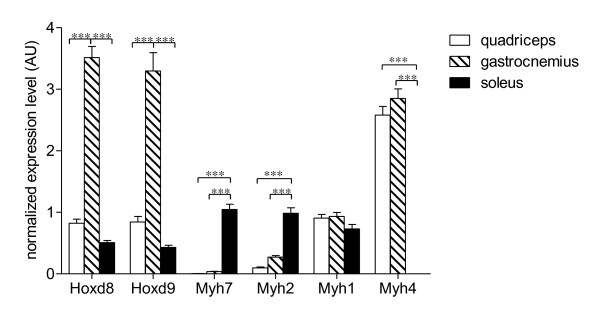
**Expression of *Hoxd8, Hoxd9, Myh7, Myh2, Myh1 *and *Myh4 *in quadriceps, gastrocnemius and soleus**. Gene expression levels of *Hoxd8, Hoxd9*, *Myh7*, *Myh2*, *Myh1 *and *Myh4 *in quadriceps, gastrocnemius and soleus of 20-week LFD and HFD mice. The genes *Myh7, Myh2, Myh1 *and *Myh4 *are markers for type I, IIa, IIx and IIb fiber types, respectively. White bars, dashed bars and black bars represent quadriceps, gastrocnemius and soleus, respectively. Bars represent grand mean values of 20-week LFD mice and 20-week HFD mice. *** Indicate significant differences with *p *< 0.001 obtained with two-way ANOVA

## Discussion

In the present study we searched for novel genes that are involved in specifying muscle types. Additionally, we studied the diet-sensitivity of differentially expressed genes. By comparing the gastrocnemius with the quadriceps we identified 162 differentially expressed genes corresponding to a variety of biological processes. Especially processes involved in cell cycle, contraction, development, differentiation, morphogenesis and remodeling were differentially regulated in the gastrocnemius vs. the quadriceps. Both the gastrocnemius and the quadriceps are muscle groups that consist of predominantly type II fibers. 

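Beyond the troponins and *Myh7*, other genes of slow fibers were higher in the gastrocnemius of LFD mice. *Myoz2* was at 1759 ± 265 against 634 ± 301 in the quadriceps, a log2 fold change of 1.67 (limma adjusted p = 0.00074). *Atp2a2*, the calcium pump of slow and heart muscle, was at 1120 ± 238 against 537 ± 293 (1.27, adjusted p = 0.00981), and the M-band protein gene *Myom3* at 58.3 ± 15.2 against 25.4 ± 10.6 (1.27, adjusted p = 0.00118). All 3 were higher in 10 of 10 mice. In HFD mice their log2 fold changes were 2.07, 1.31 and 1.90, and the interaction with the diet was not significant for any of them.

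**Figure D3:**
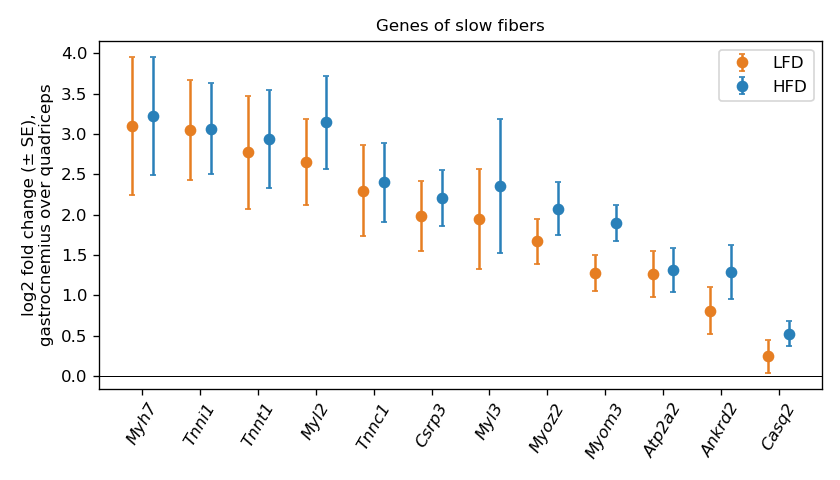
Log2 fold change, gastrocnemius over quadriceps, of the 12 tested genes of slow fibers in LFD mice (orange) and HFD mice (blue). Points are limma estimates and bars 1 standard error, n = 10 mice per diet. All 24 estimates lie above 0, from 0.24 for Casq2 in LFD mice to 3.22 for Myh7 in HFD mice.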

In the present study we found that *Myh7, Tnnc1, Tnni1 *and *Tnnt1*, which are all markers for the more oxidative fiber types, are strongly up-regulated in the gastrocnemius as compared to the quadriceps. Western blotting showed that protein levels of myosin heavy chain, slow fiber type protein (marker for the oxidative type I fibers) were similar between the gastrocnemius and the quadriceps, whereas the protein level of Myh2 (marker for the oxidoglycolytic type IIA fibers) was higher in the gastrocnemius than in the quadriceps (data not shown). Therefore, we propose that in this study the gastrocnemius had a more oxidative character than the quadriceps.

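Genes of fiber types other than type I differed less between the muscles. *Myh2*, the myosin heavy chain of type IIA fibers, was at 13790 ± 1450 in the gastrocnemius and 10380 ± 2320 in the quadriceps of LFD mice (log2 fold change 0.44, limma adjusted p = 0.0345, higher in 10 of 10 mice). *Myh1*, of type IIX fibers, had a log2 fold change of -0.12 (adjusted p = 0.241) and *Myh4*, of type IIB fibers, of -0.17 (adjusted p = 0.588). *Ppargc1a*, a coactivator of mitochondrial and slow fiber genes, was at 277 ± 80.6 against 178 ± 45.5 (0.61, adjusted p = 0.0429, higher in 7 of 10 mice). Of 13 tested genes of fast fibers *Mylk2* was lower and none was higher (1 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.01 (camera adjusted p = 0.40). Of 23 tested genes of the respiratory chain and citric acid cycle none was called and none when adjusted over the list alone, with a median of -0.02 (camera adjusted p = 0.398), and the same held for 20 genes of fatty acid oxidation (median -0.04, camera adjusted p = 0.398). From the higher expression of the slow markers and from its blots, in which the slow myosin heavy chain was similar and Myh2 protein higher in the gastrocnemius, the paper proposes that the gastrocnemius had a more oxidative character.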

Recently, we showed that a 4-week HFD intervention results in increased gene expression and protein levels of markers for the oxidative fiber types in the quadriceps of mice. These findings suggested that the skeletal muscle can adapt to an increased lipid load by inducing a switch to a more oxidative phenotype [14]. Although the adult skeletal muscle is known to have the capacity to adapt to functional demands including exercise, hormones, innervation and mechanical loading [15,16], a link between HFD and a switch of fiber type was not yet described. However, in the present study we showed that an 8-week HFD has none or only minor effects on expression levels of genes that play a role in specifying different muscle types including the markers for oxidative fiber types. Therefore we speculate that the up-regulation of markers for the oxidative fiber types is an early response of the skeletal muscle to the HFD which is not maintained in the long run.

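No single slow fiber gene passed the test for an effect of the diet in either muscle. *Myh7* was at 804 ± 279 in the gastrocnemius and 180 ± 159 in the quadriceps of HFD mice, a log2 fold change of HFD over LFD of -0.15 (standard error 0.83, limma adjusted p = 0.986) and -0.28 (standard error 0.83, adjusted p = 0.998). *Tnni1* had log2 fold changes of 0.03 and 0.01, each with a standard error of 0.62, so that only a large effect of the diet could have been seen. None of the 12 slow fiber genes was called for the diet in either muscle (2 higher in the gastrocnemius when adjusted over the list alone). In the quadriceps the list had a median of -0.08 (camera adjusted p = 0.524), and in the gastrocnemius a median of 0.10 (camera adjusted p = 0.00724, adjusted p = 0.637 with an estimated correlation). Without mouse 151 the median in the quadriceps was 0.207 (camera adjusted p = 0.0162), and it did not pass when any other mouse was left out.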

Among the strongest regulated genes we found five genes (*Dkk3, Hoxd8, Hoxd9, Hoxd10 *and *Tbx1*) which are especially known for their critical role during embryogenesis. The skeletal muscle is a dynamic tissue containing different types of stem cells such as satellite cells, side-population (SP) cells and muscle-derived stem cells (MDSC) [17,18]. To exclude the possibility that expression of these five embryogenesis-related genes originated from other cell types than myocytes we analyzed the expression of genes that specify satellite cells, SP cells and MDSC (satellite cells, *pax7*, *myf5*, *cd34 *and *c-met*; SP cells, *sca1*, *sdc4 *and *pax3*; MDSC, *cd34 *and *Blc2 *[17,18]). 

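Of 7 stem cell marker genes found among the named probe sets, *Cd34* and *Sdc4* had group means over 20 in LFD mice. The *sca1* gene of the paper (*Ly6a*) was not found among the named probe sets, so that its signal was not examined. *Cd34*, a surface protein of satellite, endothelial and blood stem cells, was at 480 ± 47.2 in the gastrocnemius and 458 ± 45.2 in the quadriceps. *Sdc4*, a proteoglycan of satellite cells, was at 23.9 ± 5.19 and 22.4 ± 6.10. *Myf5* (geometric mean 17.2 and 15.7), *Bcl2* (8.92 and 7.01), *Met* (5.98 and 7.33), *Pax3* (4.22 and 4.88) and *Pax7* (4.09 and 4.06) were under 20.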

We found that only three genes (*cd34*, *sca1 *and *sdc4*) were detectably expressed (microarray signal intensity > 20) in the skeletal muscle of these mice. However, none of these detectably expressed markers differed more than 1.3-fold between the gastrocnemius and the quadriceps. 

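*Cd34* had a log2 fold change of 0.07 (standard error 0.06, limma adjusted p = 0.63) and *Sdc4* of 0.11 (standard error 0.14, adjusted p = 0.763) between gastrocnemius and quadriceps of LFD mice. In size these are fold changes of 1.05 and 1.08. Among the markers under 20, *Bcl2* was higher in the gastrocnemius of 10 of 10 mice (limma adjusted p = 0.0121 over all probe sets) and *Pax3* did not pass (adjusted p = 0.0672), at signals no higher than background, with both under an FDR of 0.05 when adjusted over the list alone. Markers of other cell types did differ in the LFD comparison, among them *Mbp* and *Pmp22* of Schwann cells (*Pmp22* log2 fold change 0.65, adjusted p = 0.00676) and *Adipoq* of adipocytes (-0.74, adjusted p = 0.0199), whose call was lost in 1 model of all 40 arrays (0.064) and without mouse 147 (0.0513) or 156 (0.0551).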

Altogether, we cannot exclude the presence of cells other than myocytes, however, it is most unlikely that these cells have contributed to the different expression levels of *Dkk3, Hoxd8, Hoxd9, Hoxd10 *and *Tbx1*.

Two genes, *Dkk3 *and *Tbx1*, were expressed at a lower level in the gastrocnemius than in the quadriceps. Extrapolating our data to the soleus we found that *Dkk3 *expression in the soleus was lower than in the quadriceps or gastrocnemius. Interestingly, Tbx1 expression levels in the soleus were lower than in the quadriceps, but higher than in the gastrocnemius. During embryogenesis *Dkk3 *and *Tbx*1 are expressed in a variety of organs including the heart and limb buds [19,20]. Whereas the function of *Dkk3 *is still poorly understood [21], *Tbx1 *is well-studied especially in relation to heart development [20]. Recently it was shown that *Tbx1 *is also involved in development of the limb buds by regulating the number of myocytes [22]. Since further research revealed that *Tbx1 *is not necessary for skeletal muscle specification, differentiation, patterning or activation of the embryonic myogenic program, this is the only described function of *Tbx1 *in relation to embryonic muscle development [23]. Both *Dkk3 *and *Tbx1 *are reported to be detectably expressed in the adult skeletal muscle [19,24], but until now nothing is known about their possible function. We speculate that the relatively high expression levels of *Dkk3 *and *Tbx1 *in the quadriceps is involved in maintaining identity of this muscle type.

Three genes of the Hoxd gene cluster (*Hoxd8, Hoxd9 *and *Hoxd10*) were up-regulated in the gastrocnemius as compared with the quadriceps. The Hox gene family consists of at least 39 Hox genes organized in four gene clusters (A, B, C and D) which are subdivided into parallel groups numbered 1 to 13. The major function of Hox genes is the regulation of the formation of anterior-posterior patterning during embryonic development [25]. Different groups have studied the expression levels of the Hox gene family in adult tissues of human origin. They found that each tissue displays a unique combination of detectable Hox gene expression levels which is altered when normal cells changes to malignant cancer cells [26-28]. Thus, in addition to their critical role in embryonic development, Hox genes play an important role in adult cells by controlling critical processes like cellular identity and differentiation [29]. Houghton et al. [30]. have studied expression patterns of the Hox gene family in skeletal muscle tissue of adult mice. In line with our observations they reported that the *Hoxa10*, *Hoxc6, Hoxc9 *and *Hoxc10 *genes were detectably expressed. Furthermore, they could not detect *Hoxd11 *which also is consistent with our findings. 

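*Hoxd11* had a signal near the lowest on the arrays, with 3.18 ± 0.45 in the gastrocnemius and 3.09 ± 0.34 in the quadriceps of LFD mice and 3.30 ± 0.23 and 3.15 ± 0.38 in HFD mice.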

Other members of the Hoxd gene cluster were not studied [30]. Thus to our knowledge, we are the first to show that *Hoxd8, Hoxd9 *and *Hoxd10 *are detectably expressed in adult murine muscle tissue, with highly increased expression levels in the gastrocnemius as compared with the quadriceps.

Together with the higher *Hoxd8 *and *Hoxd9 *gene expression levels in the gastrocnemius we found increased gene expression levels of markers for the more oxidative fiber types. Therefore we hypothesized that *Hoxd8 *and *Hoxd9 *might be involved in the determination of more oxidative muscle types. However, when we extrapolated our data to the soleus muscle we could not find a corresponding expression pattern between *Hoxd8, Hoxd9 *and *Myh7 *(marker for type I fibers) and *Tnni1 *(marker for type I fibers; data not shown). In fact, *Myh7 *and *Tnni1 *were highly expressed in the soleus, whereas *Hoxd8 *and *Hoxd9 *expression in the soleus was as low as in the quadriceps. Also the expression patterns of *Myh2, Myh1 *and *Myh4*, which are markers for type IIA, IIX and IIB fibers, respectively, did not show any resemblance with the expression pattern of *Hoxd8 *and *Hoxd9*. Although we did not find any resemblances between expression patterns of *Hoxd8*, *Hoxd9 *and any of the fiber type-specific markers we could distinguish the gastrocnemius, quadriceps and soleus from each other. Altogether, we suggest that the high expression levels of the *Hoxd8, Hoxd9 *and possibly *Hoxd10 *genes are a specific characteristic of the molecular profile of the gastrocnemius and are not related to an oxidative phenotype.

## Conclusion

We found that especially genes that are markers for oxidative fiber types and genes known to be important for embryogenesis were differentially expressed in the gastrocnemius vs. the quadriceps. The expression levels of these genes were not influenced by diet. Furthermore, expression of *Hoxd8 *and *Hoxd9 *was low and expression of *Dkk3 *and *Tbx1 *was high in the quadriceps. 

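None of 4 embryonic genes differed detectably between the diets in either muscle. *Hoxd8* had a log2 fold change of HFD over LFD of 0.07 in the quadriceps and -0.03 in the gastrocnemius (standard error 0.18 each), and *Hoxd9* of -0.18 and -0.04 (standard error 0.23 each). *Tbx1* had 0.09 in the quadriceps and -0.45 in the gastrocnemius (standard error 0.21 each). *Dkk3* had -0.27 in the quadriceps (standard error 0.24). In the gastrocnemius it lies near background, where the test carries little weight and no size is given. Over the 4 genes in both muscles, the smallest adjusted p was 0.498 from limma, for *Tbx1* in the gastrocnemius. The difference between the muscles did not depend detectably on the diet for any of the 4 genes, each with an adjusted p of 1.00 from limma. With mouse 141 included, the interaction was -0.55 for *Tbx1* (standard error 0.29, unadjusted p = 0.0711), -0.10 for *Hoxd8* and 0.13 for *Hoxd9*. No size is given for *Dkk3*. The gastrocnemius of mouse 141 carried *Tbx1* and *Dkk3* signals well above the other LFD mice. Its quadriceps carried *Hoxd8* at 346.0 (other LFD mice 60.8 to 147.2) and *Hoxd9* at 99.0 (13.0 to 25.2). The diet effects and interactions given here include this mouse, so that their sizes and signs rest in part on it. Over the settings tried, the LFD log2 fold change of *Hoxd9* ranged from 3.093 to 3.543, on both sides of its HFD value of 3.33. That of *Tbx1* ranged from -3.381 to -2.996, always smaller in size than its HFD value of -3.61 (-3.674 to -3.513 over the settings). That of *Hoxd8* ranged from 2.349 to 2.7, always above its HFD value of 2.34, whose own range of 2.299 to 2.372 overlapped it.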

In the gastrocnemius we observed high expression of *Hoxd8 *and *Hoxd9 *and low expression of Dkk3 and Tbx1. Finally, in the soleus we found low expression of *Hoxd8, Hoxd9 *and *Dkk3*, but intermediate expression of *Tbx1*. Comparing gastrocnemius, quadriceps and soleus, the gene expression pattern of *Hoxd8 *and *Hoxd9 *did not correspond to the gene expression pattern of any of the fiber type-specific markers. Therefore, we conclude that the highly expressed embryonic genes *Dkk3, Hoxd8*, *Hoxd9 *and *Tbx1 *are involved in identifying muscle types in a diet-independent and fiber type-unrelated manner.

## Methods

### Mice and diet

Male C57BL/6J mice were obtained from Harlan (Horst, The Netherlands). At 9 weeks of age mice were switched to a run-in diet consisting of an LFD (10 kcal% fat) for 3 weeks. Following the run-in period mice were randomly assigned to the LFD or the HFD (45 kcal% fat). Both diets contained fat in the form of palm oil (based on D12450B and D12451; Research Diet Services, Wijk bij Duurstede, the Netherlands) as described previously [31].

#### Study 1

After 8 weeks of diet intervention, mice (n = 10 per diet) were fasted for 6 hours, anesthetized with a mixture of isofluorane (1.5%), nitrous oxide (70%) and oxygen (30%) and killed by cervical dislocation. Gastrocnemius and quadriceps muscles were dissected, snap-frozen in liquid nitrogen and stored at -80°C until further analysis.

#### Study 2

After 20 weeks of diet intervention, mice (n = 5 per diet) were fasted for 6 hour, anaesthetized and killed as described. Quadriceps, gastrocnemius and soleus muscles were dissected, snap-frozen in liquid nitrogen and stored at -80°C until further analysis.

Both animal studies were approved by the Local Committee for Care and Use of Laboratory Animals at Wageningen University.

### RNA isolation

Mouse total RNA was isolated from gastrocnemius, quadriceps and soleus muscles by mechanically homogenization in Trizol reagent (Invitrogen, Breda, the Netherlands). RNA was purified with the RNeasy Mini Kit (Qiagen, Venlo, the Netherlands) and contaminating genomic DNA was removed with the RNase-free DNase set (Qiagen). RNA quantity and purity was measured with the ND-1000 spectrophotometer (Isogen Life Science B.V., IJsselstein, the Netherlands). An A260/A280 ratio between 2.04 and 2.16 was found for all RNA samples. RNA integrity was checked on an Agilent 2100 BioAnalyzer (Agilent Technologies, Amsterdam, The Netherlands) using nanochips according to the manufacturer's instructions. All RNA samples showed an RIN value between 7.5 and 9.0.

### Affymetrix microarray analysis

RNA isolated from the gastrocnemius and quadriceps of mice fed an 8-week LFD or HFD was used for performing Affymetrix GeneChip^® ^Mouse Genome 430 2.0 arrays as described previously [14]. Array images were processed using packages from the Bioconductor project [32] and probe sets were redefined according to Dai et al. [33]. In this method probes are annotated using up-to-date databases and assigned to unique gene identifiers, in this case Entrez ID's, instead of the 'classic' GeneChip probe sets. This results in a less ambiguous and more accurate annotation. Arrays were normalized using quantile normalization, and expression estimates were calculated using GC-RMA, implementing the empirical Bayes estimate for non-specific binding [34]. Differentially expressed probe sets were identified using linear models, applying moderated t-statistics that implement empirical Bayes regularization of standard errors [35]. Comparisons were made between the gastrocnemius and quadriceps muscles using the fold change threshold method. In this method, most false-positives are caused by genes with low signal intensity and/or absent call (~50% of all genes). Thus, filtering out this constant noise before performing data analysis will improve the power to discriminate true changes from noise in the fold-change threshold method [36]. We manually set the signal threshold at 20, across all arrays, filtering out 60% of the genes. Probe sets that satisfied the criteria of a fold change > 1.3 and an FDR < 0.05, correcting for multiple-testing [37], were considered as differentially expressed.

To relate changes in gene expression to functional changes two complementary methods were used. The first method is based on overrepresentation of Gene Ontology (GO) terms, which uses a gene score resampling (GSR) method [38]. Full resampling was run with 200,000 iterations. Only classes with a false discovery rate (FDR) < 0.001 and with minimal 8 and maximal 125 genes were taken into account. The second method, gene set enrichment analysis (GSEA), is focused on predefined gene sets, that is, groups of genes that share biological function, chromosomal location or regulation [39]. The 'functional catalogue' constructed by Subramanian et al. was modified to contain only 505 well-defined murine, biochemical, metabolic and signal pathways compiled from the following publicly available, curated databases: BioCarta (BioCarta. BioCarta, 2005, p. http://www.biocarta.com.), GenMAPP [40], Kyoto Encyclopedia of Genes and Genomes (KEGG) [41], Sigma-Aldrich pathways (Sigma-Aldrich. Sigma-Aldrich Metabolic and Cell Signaling pathways, 2005.) and Signal Transduction Knowledge Environment (STKE; Signal Transduction Knowledge Environment. In: http://stke.sciencemag.org/. 2005.). The analysis was run using 1000 permutations per gene set. Gene sets with a FDR < 0.05 were considered as significantly regulated. The advantage is that both methods are unbiased and a score is computed based on all genes in a GO term or gene set.

The diet-sensitivity of differentially expressed genes, overrepresented GO classes and regulated gene sets was studied by comparing the gastrocnemius with the quadriceps under HFD conditions. Also in this comparison we used the criteria of a fold change > 1.3 and an FDR < 0.05. A heatmap of log-transformed microarray signal intensities was generated by using GeneMaths XT software (Sint-Martens-Latem, Belgium). Array data have been submitted to the Gene Expression Omnibus, accession number GSE18127.

### Quantitative real-time PCR for RNA

To validate microarray-detected changes as well as extrapolating microarray-detected changes to the gastrocnemius, quadriceps and soleus of 20-week LFD mice and HFD mice quantitative real-time PCR (qPCR) was performed using individual cDNA samples. RNA (1 μg in 20 μl) was reverse transcribed using the iScript cDNA synthesis kit (Biorad, Veenendaal, the Netherlands) containing RNase H+ iScript reverse transcriptase, a premixed RNase inhibitor to prevent indiscriminate degradation of RNA template, and a unique blend of oligo(dT) and random primers. cDNA was synthesized using a 3-step program (5 minutes (min) at 25°C, 30 min at 42°C and 5 min at 85°C). Primer sequences were retrieved from the online PrimerBank database [42], or otherwise designed using Beacon Designer5 (Biorad). Primers were tested for specificity by BLAST analysis. The qPCR reactions were performed in a volume of 25 μl containing 12.5 ng cDNA, 1× IQ SYBR Green Supermix (100 mM KCl, 40 mM Tris-HCI, 6 mM MgCl_2_, 0.4 mM of each dNTP, 50 units/ml iTaq DNA polymerase, SYBR Green I and 20 nM fluoresein; Biorad) and 400 nM of gene-specific forward and reverse primers (Biolegio, Nijmegen, the Netherlands). cDNA was amplified using a 2-step program (40 cycles of 10 seconds (sec) at 95°C and 45 sec at 60°C) with a MyiQ system (Biorad). Specificity of amplification was verified by melt curve analysis and evaluation of efficiency of PCR amplification. PCR reactions were performed in duplicate and gene expression levels were determined using iQ5 software (Biorad) using a Δ-Cq relative quantification model with PCR efficiency correction and multiple reference gene normalization [43,44]. As the *Canx, Hprt1 *and *Arbp *genes were identified as most stably expressed reference genes, we used the geometric mean of these three reference genes as normalization factor. Supplement 4 shows all relevant primer information.

### Statistical analyses

All data are expressed as means ± SE. Microarray data were analyzed as described above. All other statistical analyses were performed using Prism software (GraphPad Software, San Diego, CA, USA). Two-way ANOVA was used to test gene expression levels of Dkk3, *Hoxd8, Hoxd9, Myh1, Myh2, Myh4, Myh7 *and *Tbx1 *between muscle types and diets. When significant differences were found, a Bonferroni post hoc test was used to determine the exact location of the differences. A p value ≤ 0.05 was considered as statistically significant.

## Authors' contributions

JdW, ES and EM participated in the design and supervision of the study. JdW and MH performed the RNA isolations and qPCRs. PDG and MB assessed the quality control of the microarrays and provided support for microarray analysis. JDW performed microarray analysis and drafted the manuscript. EM and ES provided valuable feedback on the initial draft. All authors read and approved the final manuscript

## Supplementary Material

Additional file 1 **List of differentially expressed genes**. Additional file 1 gives the differentially expressed genes in the gastrocnemius as compared to the quadriceps from 10 LFD mice. 

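The criteria of the first supplement were applied to the deposited signal intensities with a log2 fold change in place of a ratio of means. Of the 162 genes in that supplement, 159 passed the filter of a mean signal over 20 across all arrays, and 158 of these were called here. The fold changes of the paper equal ratios of arithmetic means, since all 249 LFD and 247 of 249 HFD fold changes of the third supplement lay within 1% of that ratio of the deposited values. *Hoxd10* and *Pck1* are in the supplement although their mean across all 40 arrays was under 20, and each passed when the mean was taken over the arrays of the LFD mice.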

To find these differentially expressed genes we used the criteria of an average signal intensity > 20 over all arrays, a fold change > 1.3 and an FDR < 0.05. Click here for file

Additional file 2 **Overview of qPCR analyses for 13 genes validating the microarray results**. 

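The second supplement sets microarray signals beside qPCR of the same 8-week mice for genes of fiber types and embryogenesis, with qPCR given relative to a dilution series and again normalized to reference genes. The light chain gene *Myl3* is among its 13 genes and had a signal intensity of 3850 ± 775 in the gastrocnemius and 1758 ± 1310 in the quadriceps of LFD mice. *Myh1* was at 10110 ± 762 and 10950 ± 818. For *Myh7* the supplement gives a qPCR fold change of the opposite sign to its microarray fold change.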

Additional file 2 gives an overview of the microarray signal intensity, relative expression (qPCR), normalized expression (qPCR) and corresponding fold changes of 13 genes. Click here for file

Additional file 3 **Differentially expressed genes, overrepresented GO classes (ErmineJ) and regulated gene sets (GSEA) between gastrocnemius and quadriceps in either LFD or HFD conditions**. Additional file 3 gives an overview of the differentially expressed genes, overrepresented GO classes (ErmineJ) and regulated gene sets (GSEA) in the gastrocnemius as compared to the quadriceps in HFD and LFD conditions. Click here for file

Additional file 4 **Primer information**. Additional file 4 gives the sequences, start, end and amplicon length of the used primer pairs. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

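RNA of the gastrocnemius and the quadriceps of 20 male C57BL/6J mice, 10 on a low fat diet (LFD, 10 kcal% fat) and 10 on a high fat diet (HFD, 45 kcal% fat) for 8 weeks, was measured on 40 Affymetrix mouse genome arrays, 1 for each muscle of each mouse. The groups were taken from the sample labels, which also give the number of the mouse. The extraction protocol in the labels names only the quadriceps for all 40 arrays. The muscle was taken from the title, source name and characteristics, which name the same muscle for each array. The labels give the strain as C56BL/6J, and the strain of the paper is used here. The 20-week mice, the soleus, the qPCR and the blots of the paper were not analysed here.

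According to the paper, the authors regrouped the probes into 1 probe set per Entrez gene, applied quantile normalization and computed expression estimates with GC-RMA, whose version is not given in the sources used here. The deposited values are the resulting signal intensities on a linear scale, not log2. They cover 16539 probe sets, of which 64 controls were left out. Of the other 16475, 15752 carry a symbol from the current RefSeq annotation, 28 a symbol of the platform annotation alone and 695 no symbol; names came from assembly GRCm38.p6, which was used for names only.

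Probe sets with a mean signal intensity over 20 across all 40 arrays were tested (6479, 39.3%). Between 38.4% and 39.5% of the probe sets of an array were over 20, so that genes of low expression are not covered by the tests. Array medians were 8.8 to 9.4, and where a group lies near these, the size of a fold change depends on the background. No 2 arrays held identical values, and the correlation between arrays ranged from 0.959 to 0.9948 (log2). Deposited intensities were transformed to log2 and fitted with limma 3.58.1 in R 4.3.3. The muscles were compared within each diet, the diets within each muscle, and the interaction of diet and muscle was tested in a model of the 4 groups. A gene was called at a fold change over 1.3 and a Benjamini-Hochberg FDR under 0.05, and an interaction by its FDR alone. Fold changes are ratios of geometric means. In data simulated from these arrays, the tests of the muscle differences, of the interaction and of the diet effect in the gastrocnemius recovered between 87% and 100% of genes changed 1.5-fold or 2-fold. These shares are averages and do not carry over to genes with a wide spread between mice. The diet effect in the quadriceps was not simulated.

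Before the data were examined, 28 gene lists were written, with the paper's tables known. The 19 lists with at least 3 tested members were compared with all other tested genes by camera at a preset correlation of 0.01, adjusted over the 19 lists, and again with an estimated correlation. They cover slow fibers, fast fibers, oxidative phosphorylation and the citric acid cycle, fatty acid oxidation, glycolysis, branched-chain amino acid degradation, the cell cycle, ribosomal proteins, Hox genes, retinoid metabolism, antigen presentation, lipogenesis, the clock, and markers of adipocytes, neutrophils, macrophages, endothelium, tendon and fibroblasts. Genes named in the text are those the paper names, the 10 called genes with the largest change per direction and comparison that moved the same way in at least 9 of 10 mice, up to 10 genes called for a diet effect and up to 4 members of each list with the smallest adjusted p; *Ankrd2*, *Atp2a2*, *Casq2*, *Cd36* and *Retreg1* were named after their values were seen, and *Myl3* and *Ppargc1a* come from the paper's second supplement.

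The sample labels number the mice, and the muscles of a mouse were checked for shared deviations from their group means. In LFD mice the correlation of these deviations had a median of 0.39 within a mouse and -0.05 between mice, and in HFD mice -0.07 and -0.01. The tests ran without the mouse as a block, as planned, and with it as a fixed and as a random block as alternatives. Other alternatives were other signal filters, adjustment before the filter, repeated normalization, other variance models, array weights, other thresholds and leaving out each mouse. The threshold on a ratio of arithmetic means was added after the data were examined. Splits of the samples were drawn at random and counted together with the real grouping (100 each). Correlations were tested with 100000 permutations, and intervals of positions were drawn from 2000 bootstrap samples of genes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for these and for the figures.

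A refit without the mice whose quadriceps array had high neutrophil signals, and a comparison of slow fiber signals between arrays above and below that level, had also been run; both were withdrawn and are not reported, because they select samples by a measured outcome. The gene ontology classes and gene sets of the paper were not used here.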

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

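The tests on mouse 141 and on neutrophil and fat genes were written down before their results were seen, although the patterns themselves were noticed in these data.

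Far-off values were searched for in 25 genes of the paper and its families within each of 4 groups. Of these 100 searches, 13 found a value past the limit of Dixon's ratio for 10 arrays, which about 1 in 20 groups would by chance. The 13 values lie on 7 arrays, and 7 of them on the 2 arrays of mouse 141 on the LFD. Its quadriceps had *Hoxd9* at 99.0 (other mice 13.0 to 25.2), *Hoxd8* at 346.0 (60.8 to 147.2), *Aldh1a2* at 47.4 (5.9 to 11.8) and *Adig* at 13.6 (24.6 to 46.8). Its gastrocnemius had *Hoxd8* at 362.3 (533.1 to 761.0), *Tbx1* at 205.3 (36.0 to 56.3) and *Dkk3* at 70.4 (8.9 to 16.7).

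Placed between the other quadriceps (0) and gastrocnemius (1) by 209 genes called in HFD mice, the quadriceps of mouse 141 lay at 0.7 (0.59 to 0.8) and its gastrocnemius at 0.75 (0.65 to 0.84), while the other 9 LFD mice lay between -0.44 and 0.31 and between 0.89 and 1.16. An exchange of its arrays would put them near 1 and 0, which these positions argue against. Slow fiber content alone is argued against as well, since the quadriceps lay at 0.68 without slow fiber genes. By eye the quadriceps positions of the other LFD mice went with neutrophil signal. They were -0.44 to -0.12 at a neutrophil mean over 3 (log2) and 0.09 to 0.31 below it. The quadriceps of mouse 141 had a neutrophil mean of 2.56, so that its 0.7 is to be set against the second range. Whether neutrophil genes moved these positions was not tested. Whether each sample held RNA of both muscles cannot be told apart from other causes. The positions from higher and lower genes differed by 0.31, more than the test allowed a mixture, so that a mixture failed by that limit. The same difference reached 0.36 in mouse 142, so that the limit does not set mouse 141 apart from the other mice. No conclusion on a mixture is drawn from it.

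The other far-off values were *Mybph* in the quadriceps of mouse 154 (2121.8, other mice 1164.0 to 1582.0) and *Cdo1* in that of mouse 159 (93.1, other mice 22.7 to 40.0), *Hoxa10* in the quadriceps of mouse 155 (30.8, others 39.4 to 48.0) and *Peg3* in the gastrocnemius of mouse 156 (17.9, others 46.4 to 103.8), all on the LFD. In the gastrocnemius of HFD mouse 149, *Cidec* was at 234.4 (others 11.8 to 54.1) and *Cdo1* at 79.2 (others 9.6 to 21.3).

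Signals of blood cell genes, which the paper does not discuss, were high in some quadriceps arrays, with *S100a8* up to 4031.3, against 5.4 to 9.7 in all gastrocnemius arrays. The mean of 6 neutrophil genes was over 3 (log2) in 4 of 10 LFD and 6 of 10 HFD quadriceps and in 0 of 20 gastrocnemius arrays. A difference between the diets is argued against as the whole cause by arrays at both extremes in both diets (permutation p = 0.261), though this p does not show that the diets were equal. Bone marrow in some quadriceps samples is a candidate source that stays open. Neutrophil genes rose with erythroid (Spearman rho 0.75) and B cell genes (0.62) over the quadriceps arrays. These arrays fall into separate clusters of neutrophil signal, so that a pooled rho cannot tell a graded relation from a difference between clusters. A rho of 0.36 between the erythroid and B cell lists, of 2 tested genes each, is too low for marrow as set in advance (over 0.5). It is also too high to argue against marrow (under 0.3).

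*Scd1* and other lipogenic genes may be lower in the gastrocnemius because the quadriceps samples held more fat tissue. Over all 20 mice, the lipogenic difference between muscles followed that of adipocyte markers (Spearman rho 0.6, permutation p = 0.00586, adjusted p = 0.00879 over 3 relations; Pearson r 0.64, p = 0.00333, adjusted p = 0.005, and 0.57 without the 2 farthest mice). Within each diet the relation rests in part on the 2 farthest mice, with r of 0.74 (p = 0.0146, adjusted p = 0.0146) falling to 0.53 in LFD mice and of 0.87 (p = 0.00204, adjusted p = 0.005) to 0.4 in HFD mice, and rho of 0.87 (p = 0.00201, adjusted p = 0.00603) and 0.6 (p = 0.0741, adjusted p = 0.0741). With the adipocyte mean as a covariate, the median log2 fold change of the lipogenic genes in LFD mice went from -0.5 to -0.13. Fat cells within the muscle and fat around it were not separated, and a difference between the muscles themselves stays open and untested.

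Fatty acid oxidation genes were higher on the HFD, with a median log2 fold change of 0.174 in the quadriceps and 0.24 in the gastrocnemius, a comparison the paper does not report for these arrays. No test of a relation to the neutrophil signals of the quadriceps is given. *Mbp* of myelin was higher in the gastrocnemius of LFD mice by 1.19 (log2), which the paper does not discuss.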

How the results depend on the processing

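The threshold on a ratio of arithmetic means was chosen after the data were examined; the other settings were planned. It gave 163 genes in LFD mice, 222 in HFD mice and 130 in both, against 163, 224 and 132.

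Over all settings, 235 counts stayed within 1.5 times the value reported and 25 did not. For named genes 3836 calls were the same, 234 were lost and 89 were gained, and for gene lists 1240 were the same, 60 were lost and 30 were gained. No called list and no named gene that was followed across the settings changed direction. *Ankrd2*, *Atp2a2*, *Casq2*, *Cd36*, *Myh2*, *Myl3*, *Ppargc1a* and *Retreg1* were not followed. The other signal filters, repeated normalization, trended and robust variances and a model of all 40 arrays kept the counts of genes of each comparison and of genes in both diets within 1.5 times, but with no filter on signal 49 genes were called in LFD mice only, against 31.

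With no fold change threshold 338 genes passed in LFD mice, 429 in HFD mice and 228 in both; with treat against 1.3-fold 14, 37 and 14 passed, as its stricter null requires. With no filter on signal, 18 gene lists passed in LFD and 14 in HFD mice, against 8 and 9 with the filter. Lists with too few members over the filter were then tested as well. Of the lists tested with the filter, cell cycle, fibroblast, Hox and macrophage genes were gained in LFD mice. In HFD mice ribosomal proteins were lost (camera adjusted p = 0.07) and none was gained, so that the rise there came from the added lists. The cause of these gains and of the loss was not tested. With an estimated correlation 0 lists passed in LFD mice, 0 in HFD mice, 1 for the diet in the quadriceps and 1 in the gastrocnemius, the last 2 being fatty acid oxidation. The diet effect in the quadriceps fell to 2 genes with adjustment over all probe sets, since more genes were adjusted for, and to 2 with array weights, with which 46 genes passed in the gastrocnemius; the cause was not tested.

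With the mouse as a fixed block 219 genes were called in LFD mice, 233 in HFD mice and 158 in both, and as a random block 225, 223 and 153, with 0 interactions in limma either way. The block moved calls of the named genes *Cebpa*, *H2-Eb1*, *Il12a*, *Aurka*, *Tmem45b*, *Igkc*, *S100a9* and *Scx* in LFD mice and *Adipoq*, *Camp*, *H2-Aa* and *Scd1* in HFD mice. It moved no other call of the named genes that were followed across the settings.

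Leaving out each mouse gave 127 to 216 genes in LFD mice (216 without mouse 141), 191 to 234 in HFD mice, 107 to 150 in both, 0 to 0 interactions, 9 to 19 diet genes in the gastrocnemius and 1 to 10 in the quadriceps. In the quadriceps the count was 1 without mouse 145, 2 without 141, 142, 149, 152 or 156, 7 without 143 or 151 and 10 without 144, and in the gastrocnemius 9 without 154. The lists called ranged from 8 to 10 in LFD mice, 9 to 10 in HFD mice, 6 to 9 for the diet in the quadriceps and 4 to 7 in the gastrocnemius.

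A signal of 20 limits what was tested, and *Hoxd10* and *Pck1* passed only where the filter used the arrays of the comparison or was left out.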

Differences from the paper's values

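In the paper's second supplement the signal of *Myh4* is 104 in the gastrocnemius and 48 in the quadriceps of LFD mice. The deposited arrays give 11789.1 and 13075.7. For *Tnnc1* the supplement gives 158 in the gastrocnemius and 483 in the quadriceps, and the deposited arrays give 483.1 and 158.3, which is the direction of the paper's own fold change. The cause was not tested.

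The other values of the paper that were compared lay close to those found here. The paper gives 91 higher and 71 lower genes in LFD mice, and 92 and 71 were found here; it gives 215 genes in HFD mice, 128 in both diets, 87 in HFD and 34 in LFD mice only, against 224, 132, 92 and 31 here. It counts 34 Hox genes on the array, against 33 with the annotation used here.

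The paper ranks *Hoxd9*, *Hoxd10* and *Hoxd8* as the strongest increases by ratios of arithmetic means. On the log2 scale *Hoxd9* ranked 1, *Myh7* 2 and *Hoxd8* 6, and *Hoxd10* was not tested because of the signal filter. The rank of *Myh7* rests in part on LFD quadriceps arrays near background, at 3.2, 8.3 and 15.8 in mice 142, 156 and 147. Its ratio of arithmetic means was 3.26, against 4.78 for *Hoxd8*.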

Other observations

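The splits of the slow fiber and fatty acid oxidation lists and the exchanges of muscle labels for gene lists were tests chosen after their results were seen; the other splits were planned.

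The HFD raised genes of fatty acid oxidation in both muscles. Of 20 tested genes, *Cd36* and *Decr1* were called in the gastrocnemius, and 16 were higher and 1 lower when adjusted over the list alone; in the quadriceps none was called and 12 were higher in that adjustment. The list passed camera in the quadriceps (adjusted p = 2.91e-21, 0.00718 with an estimated correlation) and in the gastrocnemius (1.41e-30, 0.000661). *Acadm*, an enzyme of this pathway, had a log2 fold change of 0.23 in the gastrocnemius (limma adjusted p = 0.000826). The neutrophil mean was over 3 (log2) in 6 of 10 HFD and 4 of 10 LFD quadriceps arrays and in 0 of 20 gastrocnemius arrays. By eye the mean of the fatty acid oxidation genes was higher in HFD quadriceps over that level (10.53 to 10.79) than under it (10.32 to 10.52). In LFD quadriceps the ranges overlapped (10.44 to 10.52 and 10.34 to 10.48). No test of this relation is given. Other assignments of the mice to the diets gave a camera p of at smallest 5.16e-19 in the quadriceps (real 1.53e-22) and 6.32e-13 in the gastrocnemius (real 7.43e-32). In each muscle 1 of 100 was as small, the real assignment itself, so that chance can be excluded.

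Tendon markers were higher in the gastrocnemius of LFD mice (median log2 fold change 0.37, camera adjusted p = 0.000537, 0.156 with an estimated correlation). Of 6 genes *Thbs4* was called and 4 were higher when adjusted over the list alone. The retinoid list (median 0.22, adjusted p = 0.398) held *Aldh1a2* higher and *Aldh1a1* lower. Clock genes (median 0.10, 0.398), endothelial markers (0.08, 0.398), glycolysis (0.02, 0.40), macrophage markers (-0.20, 0.109) and fibroblast markers (-0.02, 0.187) did not pass. Macrophage and fibroblast markers passed without mouse 159 (camera adjusted p of 0.0215 and 0.048) and with no filter on signal (0.0237 and 0.0441). In HFD mice adipocyte markers (median -0.94, adjusted p = 0.000618, 0.219 with an estimated correlation), lipogenesis (-0.34, 0.00765, 0.215) and antigen presentation (-0.23, 0.000136, 0.215) were lower in the gastrocnemius.

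On the HFD, adipocyte markers (0.44, camera adjusted p = 4.53e-05), antigen presentation (0.12, 0.00332) and endothelial markers (0.13, 0.0313) were higher in the quadriceps. Neutrophil markers were higher too (0.000208), with no size given, since they lie near background in many quadriceps arrays of both diets. Lipogenesis (-0.24, 0.00709), branched-chain amino acid degradation (-0.04, 0.036) and ribosomal proteins (-0.05, 0.0313) were lower. None of these 7 held with an estimated correlation (adjusted p of 0.243 to 0.284), and neutrophil markers did not pass without mouse 145 (0.112). Branched-chain amino acid degradation did not pass without mouse 144, 146, 148, 150, 151, 152, 153, 154, 158 or 159 (0.0602 to 0.145). Ribosomal proteins did not pass without mouse 141, 142, 143, 150, 153 or 157 (0.0529 to 0.169). Endothelial markers did not pass without mouse 143, 145, 147, 148, 152, 157 or 160 (0.0561 to 0.128). In the gastrocnemius endothelial markers (0.11, 0.034) and oxidative phosphorylation (0.03, 0.00526) were higher and ribosomal proteins (-0.06, 0.00339) lower, and none held with an estimated correlation. Endothelial markers in the gastrocnemius did not pass without mouse 143, 144, 154, 155, 158 or 159 (0.0514 to 0.0669).

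*Hoxd8*, *Hoxd9*, *Dkk3* and *Tbx1* were compared with the mean of the slow fiber genes across the 10 mice of each group. Of these 16 relations the smallest adjusted p was 0.259, for *Dkk3* (Pearson r -0.71, permutation p = 0.0217, Spearman rho -0.59, p = 0.0809, adjusted p = 0.526; r -0.54 without the 2 farthest mice) in LFD quadriceps and *Hoxd9* in HFD quadriceps (r -0.67, p = 0.0324, rho -0.43, p = 0.219, adjusted p = 0.526; r 0.18 without 2 mice). *Dkk3* was negatively related in the other 3 groups too, with r of -0.34 (p = 0.335, rho -0.43, p = 0.218) in HFD quadriceps, -0.38 (p = 0.334, rho -0.24, p = 0.517) in LFD gastrocnemius and -0.62 (p = 0.0557, rho -0.62, p = 0.0604) in HFD gastrocnemius, the adjusted p being 0.297 to 0.449 for r and 0.526 to 0.636 for rho, and r without 2 mice -0.22, -0.5 and -0.78. In the gastrocnemius *Dkk3* lay near background (8.1 to 14.6 in HFD mice, 8.9 to 16.7 in LFD mice without mouse 141), so that its relations there carry little weight. With 10 mice per group a weaker relation would not be seen.

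Each kind of test used 100 splits, with the real grouping as 1 of them and counted among those as large. Chance can be excluded for the muscle difference in LFD mice (1 split as large, 163 genes, highest other 17). The same holds in HFD mice (1, 224 genes, highest other 52) and for their overlap (1, 132 genes, highest other 0). It can be excluded for the diet effect in the quadriceps (1 as large, 4 genes, highest other 1). For the diet effect in the gastrocnemius 3 were as large (14 genes). Another assignment called 162 genes there, so that chance is not taken as excluded for the gastrocnemius. This may point to a structure of the samples that was not tested. When the muscle labels were exchanged within mice, the highest others were 26 in LFD (1 as large) and 122 in HFD mice (1), the latter splits keeping each pair parted. For the interaction, with 0 genes in limma and 118 at an unadjusted p under 0.05, the splits say nothing, since any of the 100 gives a count at least as large as 0.

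Chance can be excluded for the number of lists called in HFD mice (2 splits as large; 9, highest other 9; 3 with labels exchanged within mice, highest other 10), but not in LFD mice (5; 8, highest other 10; 11 with labels exchanged within mice, highest other 11), nor for the diet in the quadriceps (10; 8, highest other 9) or gastrocnemius (8; 5, highest other 7). For the slow fiber list a camera p as small came from 4 splits in LFD mice (real 3.15e-14, smallest other 5.05e-17) and 2 in HFD mice (real 1.96e-18, smallest other 1.28e-22), but when labels were exchanged within mice, which keeps the pairing, 9 splits were as small in LFD mice (smallest other 7.94e-18) and 2 in HFD mice (smallest other 1.89e-19). Chance can thus be excluded at a share of 0.05 in HFD mice and not, with the pairing kept, in LFD mice, and the list did not pass with an estimated correlation (adjusted p = 0.156 in LFD and 0.084 in HFD mice).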
